# ROS Stress Resets Circadian Clocks to Coordinate Pro-Survival Signals

**DOI:** 10.1371/journal.pone.0082006

**Published:** 2013-12-02

**Authors:** Teruya Tamaru, Mitsuru Hattori, Yasuharu Ninomiya, Genki Kawamura, Guillaume Varès, Kousuke Honda, Durga Prasad Mishra, Bing Wang, Ivor Benjamin, Paolo Sassone-Corsi, Takeaki Ozawa, Ken Takamatsu

## Abstract

Dysfunction of circadian clocks exacerbates various diseases, in part likely due to impaired stress resistance. It is unclear how circadian clock system responds toward critical stresses, to evoke life-protective adaptation. We identified a reactive oxygen species (ROS), H_2_O_2_ -responsive circadian pathway in mammals. Near-lethal doses of ROS-induced critical oxidative stress (cOS) at the branch point of life and death resets circadian clocks, synergistically evoking protective responses for cell survival. The cOS-triggered clock resetting and pro-survival responses are mediated by transcription factor, central clock-regulatory BMAL1 and heat shock stress-responsive (HSR) HSF1. Casein kinase II (CK2) –mediated phosphorylation regulates dimerization and function of BMAL1 and HSF1 to control the cOS-evoked responses. The core cOS-responsive transcriptome includes CK2-regulated crosstalk between the circadian, HSR, NF-kappa-B-mediated anti-apoptotic, and Nrf2-mediated anti-oxidant pathways. This novel circadian-adaptive signaling system likely plays fundamental protective roles in various ROS-inducible disorders, diseases, and death.

## Introduction

As an adaptive response to daily environmental changes, the biological clock (circadian system) confers temporal order as a multi-cellular/tissue synchronization state evoked by resetting cues and daily anticipatory rhythmic physiological processes, called circadian rhythms. It is now understood that most cells in the mammalian body contain autonomous circadian clocks [1,2]. Self-sustained circadian oscillations are generated by molecular clocks via the transcriptional/translational feedback loop [3], which produces global clock-controlled gene (CCG) expression [4,5]. The positive limb of this feedback loop is mediated the bHLH-PAS transcription factors BMAL1 and CLOCK/NPAS2, which form heterodimers, bind to E-box elements, and drive CCG expression [6-8]. Among these target genes are period (*Per*) and cryptochrome (*Cry*), whose protein products accumulate in the cytoplasm where they associate with each other and ultimately translocate to the nucleus. Once in the nucleus, PER and CRY inhibit BMAL1/ CLOCK activity, repressing their own transcription, thus forming the negative limb of the circadian oscillator [3,9]. In parallel, a second feedback loop is generated via RORE-binding activators (Rora, Rorb, Rorc) and repressors (Rev-erb-alpha, Rev-erb-beta), whose transcription is driven by BMAL1/CLOCK [10]. The circadian system mediates fundamental cellular functions, including the cell cycle and energy metabolism and various physiological functions, and is related to diseases such as cancer and metabolic disorders [11,12]. Posttranslational modifications [13-15] such as CK2-mediated circadian BMAL1 phosphorylation play a pivotal role in controlling clock [16]. 

Light and temperature are the two most reliable environmental timing cues for the resetting of circadian clocks [17,18]. In the context of evolution, daily changes in certain stressors on ancient earth, especially very strong solar radiation in the daytime, may cause lethal damage and various diseases, forcing the circadian system to evolve as a daily-regulated protective system. Heat and reactive oxygen species (ROS) are probably general and fundamental inducers of biological disorders as they impose heat and oxidative stress (OS). To determine how the circadian system responds to these stresses, we hypothesized that appropriate doses of stress reset circadian clocks to evoke life-protection systems. We previously demonstrated that an optimal dose of heat shock (HS) resets circadian rhythms [19]. The transcription factor heat shock factor 1 (HSF1) binds to heat shock elements (HSE) and orchestrates the heat shock stress-responsive (HSR) molecular machinery to maintain protein homeostasis [20]. UV and other types of radiation in cosmic rays are ROS-generating stressors. ROS such as superoxide anion (O2^−^), hydrogen peroxide (H_2_O_2_), and hydroxyl radical (•OH) are generated by endogenous metabolic by-products and exogenous sources [21]. If ROS production is left unmanaged, cells may experience oxidative stress due to an imbalance in cellular redox state, leading to genomic damage and eventually cell death. ROS also serve as second messengers to control physiological and pathological processes [22]. Recent studies have focused on circadian-regulated energy metabolism, redox state and intracellular ROS in living systems and diseases [23,24]. 

It is unclear how the circadian system responds to ROS stress. To address this question, we sought to identify a novel clock-related adaptive signaling system evoked at the life–death boundary to mediate protection from the stress. We found that near-lethal ROS stress resets circadian clocks to induce a pro-survival program, and the clock-resetting signal probably coordinates pro-survival signals through an elaborate network of stress-resistant pathways.

## Materials and Methods

### Plasmid Construction

A mouse *Per2* promoter-driven destabilized luciferase reporter (Per2-Luc) was developed as described [16]. Destabilized SLR red luciferase (Toyobo, Japan) reporter connected with 3× HSE (HSE-SLR) was previously constructed [19]. The expression vector for NF-kappa-B-binding element-driven Luc [pGL4.32 (luc2P/NF-kappa-B-RE/Hygro); Promega, Japan] and Nrf2-binding ARE-driven Luc (pNRF2/ARE-Luc Reporter Vector; Signosis, USA) were purchased. The expression vector for CMV promoter-driven Myc-tagged mHSF1 was purchased (OriGene, USA), and a mutant (T142A) was generated using a Quick Change site-directed mutagenesis kit (Stratagene, USA). Retroviral vectors pCLNCX and pMX for *mBmal1* promoter-driven Myc-mBMAL1-WT/S90A and Myc-mHSF1-WT/T142A, respectively, were constructed as described [16]. For the split luciferase complementation assay, Emerald Luciferase (ELuc) cDNA was purchased (Toyobo, Japan). Full-length mouse BMAL1 and HSF1 were ligated downstream of the C-terminal (ELucC) and the N-terminal luciferase fragments (ELucN). Each cDNA fragment was PCR-amplified and inserted into pcDNA4/V5-His (B) or pcDNA3.1 (Invitrogen, Japan) at multi-cloning sites. In the LucC-BMAL1 expression vector, 3 repeats of Rev-erb-alpha/ROR binding element (RRE) in *Bmal1* promoter were added. These experiments were performed with the approval of the committee of Toho University (No. 12-52-145).

### Cell Culture, Transfection, and Retroviral Infection

Mouse NIH-3T3 fibroblasts (RIKEN cell bank, Japan), U2OS (kindly donated by Dr. Nishina), Wild, BMAL1^−/−^ (kindly donated by Dr. Bradfield) [7] and HSF1^−/−^ [25] MEFs (mouse embryonic fibroblasts), were cultured as described [13]. To synchronize the circadian rhythm, cells were cultured to confluence at 37°C in DMEM containing 10% fetal bovine serum, and then treated with various doses of H_2_O_2_ as indicated. Cell culture medium was replaced with DMEM containing 10% fetal bovine serum. DNA transfection was performed using Fugene HD (Roche Applied Science, Japan) according to the manufacturer’s protocol. NIH-3T3-Per2-Luc/HSE-SLR cells and U2OS-Per2 Luc cells were established as described [19]. NIH-3T3:Per2L/HSE-SLR were cOS-pulsed and treated with protein kinase inhibitors for CK2 (I; DMAT, II; TBCA, Calbiochem, USA), CK1 (CKI-7, WAKO, Japan), JNK (L-JNKi1, BIOMOL, USA), p38 (SB203580, Calbiochem, USA), MEK (U0126, BIOMOL, USA) and PKA (inhibitor fragment (6-22) amide, TOCRIS, USA) as well as HSF1 inhibitor (KNK437, Calbiochem, USA). The RetroMax expression system (IMGENEX, USA) was used for the rescue experiments to produce retrovirus. Infection was performed as described [19].

### Real-time Bioluminescence, Fluorescence Assay, and Data Processing

Cells were transfected with plasmids and synchronized as indicated in the figure legends. Real-time bioluminescence in whole cultures with 0.2 mM Luciferin (Toyobo, Japan) were monitored using Kronos (ATTO, Japan) in one-color or dual-color mode and acquisition times of 2 min (promoter-Luc assay) or 3 min (split-Luc assay), according to the manufacturer’s protocol. Values were obtained from each sample using the same detectors in the same experiments. The n-value (n = 3, 4, 5 etc.) indicated for each experiment refers to the number of samples analyzed with the same detectors in the same experiments. If the Y-axis indicates “RLU” (Relative Light Units), the relative photo-counting values were normalized by averaging intensity over time. If the Y-axis indicates “deviation from the moving average,” the values were detrended according to the instrument protocol (Kronos; ATTO, Japan). All detrended values were normalized by averaging intensity over time. The data in the graph were further normalized using maximum circadian peak intensities over time. Real-time bioluminescence/fluorescence for single-cell imaging were monitored on an LV200 (Olympus, Japan) according to the manufacturer’s protocol. Values were normalized to maximum peak intensities over time and to average intensity over time. To test the significance of the circadian rhythmicity, period, and acrophase, we performed computerized analysis of detrended and normalized data in “Cosinor” and “Acro” software downloaded from the Circadian Rhythm Laboratory Software home page (http://www.circadian.org/softwar.html). 

### Confocal Imaging

 Confocal imaging was performed as described [16]; active caspase-3/7 was visualized with CellEvent™ Caspase-3/7 Green (Molecular probes, USA) and nuclei were visualized with DAPI (Molecular probes, USA) on an LSM-510 META microscope (Carl Zeiss, Germany).

### Biochemical Analyses

 Immunoprecipitation and immunoblotting were performed as described [13] using anti-BMAL1 [13], phospho-BMAL1-S90 [19], CLOCK (Affinity Bioreagents, USA), HSF1 (Upstate Biotechnology, USA), phospho-HSF1-T142 (Assay Biotechnology, USA), CK2beta (Calbiochem, USA), CK2alpha, and actin (Santa Cruz Biotechnology, USA) primary antibodies, as well as HRP-conjugated anti-rabbit/goat/mouse secondary IgG (Zymed, USA). The n-value indicated in each figure refers to the number of independent experiments.

### FACS Analysis

Annexin V/PI-FACS for H_2_O_2_-treated cells was performed with the FITC Annexin V/Dead Cell Apoptosis Kit with FITC annexin V and PI for Flow Cytometry (Molecular Probes, USA).

### Statistical Analyses

As described previously [19], we used factorial design analysis of τ-tests to analyze data and calculate p-values, as appropriate.

### Microarray Analysis

Total RNA was extracted from NIH-3T3:Per2-Luc fibroblasts at 4 h (to detect genes that are up-regulated early after a surge of Per2-Luc bioluminescence as monitored by Kronos), 20 h, and 32 h (to detect circadian changes) after treatment with 5 mM H_2_O_2_ for 10 min (in controls, without H_2_O_2_ treatment, medium was exchanged to fresh medium), using the Trizol Plus RNA Purification Kit (Ambion, USA). Microarray hybridizations were performed at Hokkaido System Science Co. Ltd. (Sapporo, Japan) according to the manufacturer’s protocol using the workflow for one-color Mouse GE 4x44K v2 Microarray (Agilent Technologies), which harbor 39430 mouse transcripts (probe sets) (protein coding transcripts cover 79.8% of murine whole genome). The microarray slides were scanned and gene expression profiles analyzed at Hokkaido System Science according to the manufacturer’s protocol. Significance of gene modulations between groups was confirmed by using “Significance Analysis of Microarrays” (SAM, two-class paired) (http://www-stat.stanford.edu/~tibs/SAM/). For functional classification of cOS-regulated genes, we used DAVID [26]. cOS-regulated genes were annotated with data from several public genomic sources, and then a functional classification algorithm clustered genes in a limited number of functionally related groups. The fuzzy heuristic-based procedure allowed us to list several functionally relevant clusters, if necessary. Heatmap visualization for gene expression profiles were performed using Heatmap Builder (http://ashleylab.stanford.edu/tools_scripts.html). To present and explore biological pathways, we used PathVisio [27] and WikiPathways [28]. The fuzzy heuristic-based procedure allowed us to modify figures for pathways, if necessary. Microarray data in NCBI's Gene Expression Omnibus database of the GSE47955 series record can be viewed at the following URL: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE47955.

## Results

### Critical Oxidative Stress (cOS) at the Branch Point of Life and Death Resets Clocks

To test our hypothesis that appropriate doses of stress reset circadian clocks, we investigated whether H_2_O_2_-induced OS resets circadian rhythms. We analyzed the resetting response of NIH-3T3:Per2-Luc/HSE-SLR, NIH-3T3 fibroblasts harboring the *Per2* promoter (BMAL1:CLOCK-transactivated clock gene)-driven luciferase (Luc) and HSE-driven SLR red luciferase (HSE-SLR) reporters [19]. After testing various doses of short-term OS (Figures 1Aab and S1AB), we found that OS (cOS) at the critical dose (millimolar H_2_O_2_ for about 10 min) causes acute Per2-Luc/HSE-SLR elevation followed by overt circadian Per2-Luc oscillation (5 mM H_2_O_2_ for 10 min; Period = 25.3 h, Robustness = 37.4%, Acrophase = 21.72 h, SD in Acrophase = 0.0343). Evident resetting occurred only at >1 mM H_2_O_2_ for 10 min (Figure S1B). Several minutes of OS at millimolar doses of exogenous H_2_O_2_ or other ROS eventually induced cell death including apoptosis; in some cases, these OS act as pivotal intracellular second messengers, activating cellular growth and protective systems as well as pathological conditions such as ischemia-reperfusion injury [28-32]. The temporal profiles of the acute Per2-Luc/HSE-SLR surge (Figure S2A) and circadian Per2-Luc (Figure S2B) (5 mM H_2_O_2_ for 10 min; Period = 26.0 h, Robustness = 57.5%, Acrophase = 35.84 h, SD in Acrophase = 0.0872) demonstrate resetting by OS at similar optimal doses in U2OS:Per2-Luc/HSE-SLR, human osteosarcoma U2OS cells harboring Per2-Luc and HSE-SLR. To verify synchronization by cOS at the single-cell level, temporal Per2-Luc in each U2OS:Per2-Luc was monitored by time-lapse bioluminescence imaging. According to a previous report [2], a circadian rhythm did not emerge in whole cell culture, because it is more likely that each cell has an endogenous rhythm with differential phases under desynchronizing conditions. Appropriate stimulation reveals the overt circadian rhythm in whole cultures by synchronizing the phases of individual cells [1,2]. Consistent with the previous study [2], U2OS:Per2-Luc exhibited no evident synchronous single cellular circadian rhythms for 2 days before the cOS-treatment (Movie S1). After the cOS-pulse, temporal Per2-Luc profiles of single cells exhibited an acute surge and phase synchronization for each circadian rhythm (Figure S2C and Movie S2).

After 1 week of treatment, viable cell counts drastically decreased at doses greater than cOS (Figures S1C and S2D). Flow cytometry with an Annexin V/propidium iodide (PI) assay (Annexin V/PI-FACS) verified that apoptosis and necrosis were remarkably increased, and survivability was drastically reduced by 10 mM H_2_O_2_, in comparison to cOS (1-5mM H_2_O_2_) (Figures 1B). Thus, the critical dose of ROS at the branch point of cellular survival and drastic apoptosis matches the cOS required to reset circadian rhythms. Based on these findings, we believe that we have found a ROS (H_2_O_2_) -dependent circadian control in mammals.

**Figure 1:**
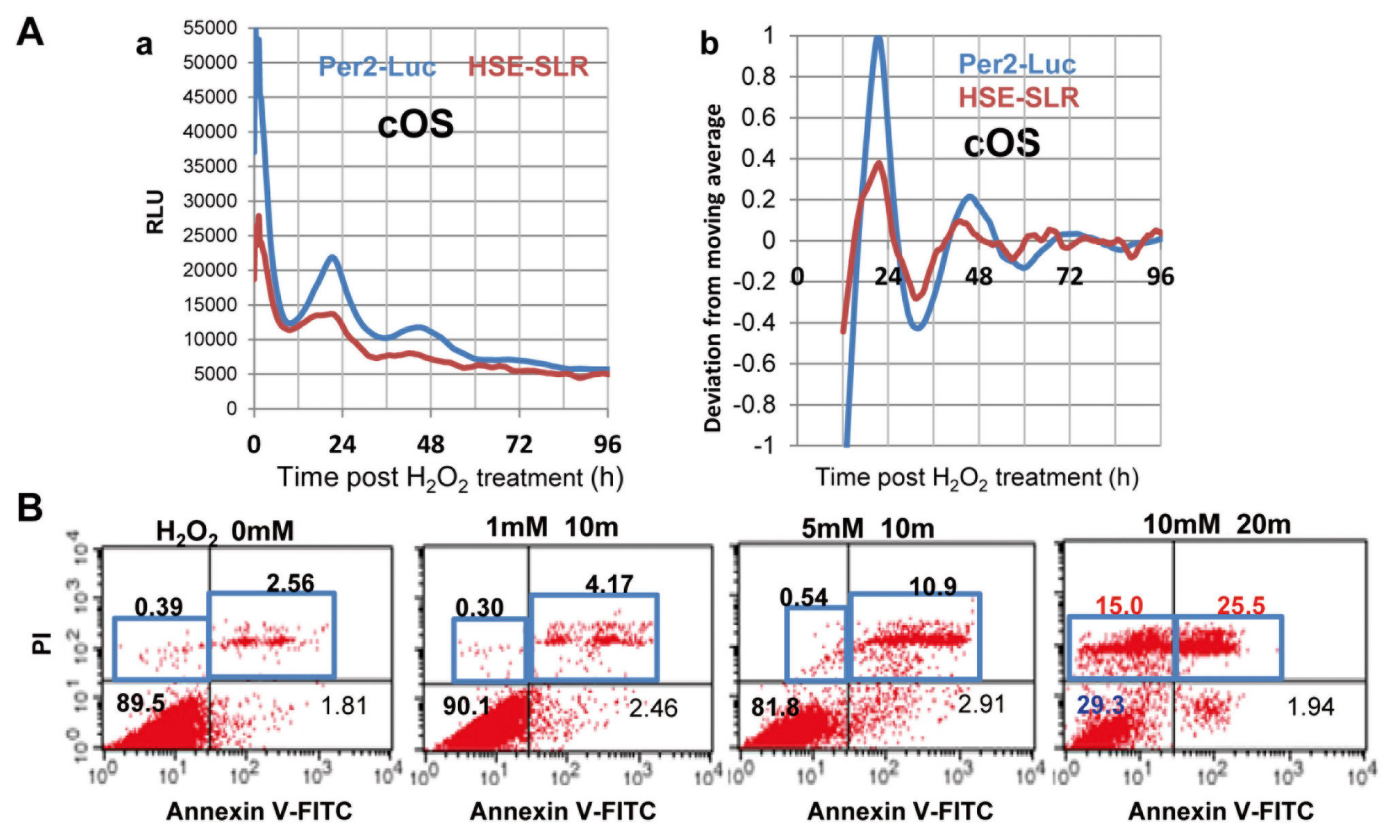
Critical oxidative stress (cOS) at the branch point of life and death resets circadian clocks. (A) NIH-3T3:Per2-Luc /HSE-SLR were cOS-pulsed by treatment with an optimal dose of H_2_O_2_ (5 mM, 10 min) to reset clocks. Circadian Per2-Luc/HSE-SLR profiles were monitored by real-time dual-color bioluminescence assay. Relative (RLU; *a*) and normalized (detrended; deviation from moving average; b) profiles are shown (n = 5). (B) Annexin V/PI-FACS for NIH-3T3 cells after 12 h of various OS doses revealed the critical dose (5 mM, 10 min) for cell survivability. Numerical values indicate the percent of cells belonging to the 4 divided regions.

### Circadian/HSR System Regulates Clock Resetting and Cell Survival

To investigate the role of the circadian/HSR system, we examined the effects of BMAL1/HSF1 deficiency on Per2-Luc rhythms following the cOS pulse, because we hypothesized that the circadian/HSR transcription factors mediate cOS-resetting as they may be involved in HS-resetting [19]. In wild-type (WT) MEFs, we observed an overt circadian Per2-Luc rhythm (Period = 22.4 h, Robustness = 24.8%, Acrophase = 27.0 h, SD in Acrophase = 0.105) preceded by a Per2-Luc/HSE-SLR surge (Figure 2Aad). In contrast, neither an obvious circadian Per2-Luc rhythm nor significant Per2-Luc/HSE-SLR surge was observed in BMAL1^−/−^ and HSF1^−/−^ MEFs (Figures 2Abcd). Importantly, no significant HSE-SLR surge caused by BMAL1 deficiency suggests pivotal involvement of BMAL1 in evoking HSR. Apoptosis and necrosis significantly increased, but survivability decreased in BMAL1^−/−^ and HSF1^−/−^ in comparison to WT (Figure 2B), showing enhanced ROS sensitivity in BMAL1^−/−^ and HSF1^−/−^ cells. Given the anti-apoptotic roles of HSF1 [33-35] and involvement of BMAL1 and HSF1 in anti-oxidant responses [35,36], the cOS-evoked responses probably contribute to cell survival. Our findings demonstrate that HSF1 are indispensable for resetting circadian clocks and survival after cOS pulse. However, BMAL1 is essential for generating the circadian rhythm, and thus it is quite difficult to identify the cause of the disappearance of circadian synchronicity in BMAL1^−/−^ cells.

**Figure 2:**
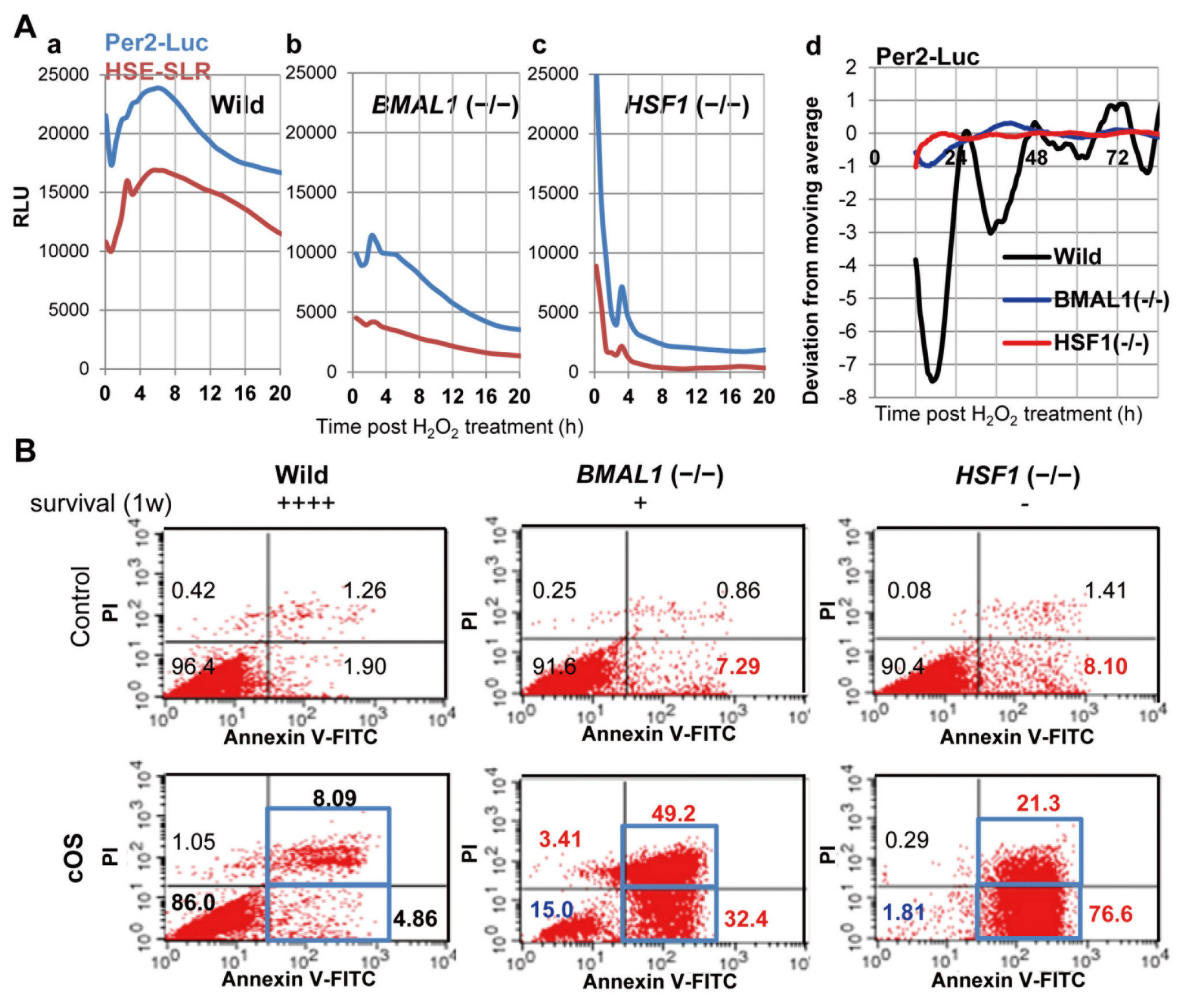
Circadian/HSR systems are indispensable for cOS-evoked responses. (A) HSF1 or BMAL1 deficiency abolishes cOS-synchronized circadian Per2 rhythms and HSE-driven acute surge. Wild-type (Wild) (a,d), BMAL1^−/−^ (b,d), and HSF1^−/−^ (c,d) MEFs transfected with the expression vector for Per2-Luc and HSE-SLR were OS-pulsed. Acute (a-c) and circadian (d) profiles were monitored by real-time bioluminescence assay. Relative (RLU) or normalized (deviation from moving average) profiles are shown (n = 4). (B) Each relative cell survival score 1 week after H_2_O_2_ treatment is shown. The score ++++ indicates 90–100% viable (negative control level), + indicates 25–50% viable, − indicates less than 25% viable (in this case, less than 5% viable). Annexin V/PI-FACS at 12 h post cOS-pulse reveals drastic apoptosis of BMAL1^−/−^ and HSF1^−/−^ MEFs in contrast to WT.

### CK2 Controls Resetting/Pro-survival Responses via Regulating Circadian-HSR Crosstalk

To characterize the intracellular signaling pathways that mediate resetting and cell survival after cOS-pulse, we screened several candidate signal-transducing protein kinase inhibitors. To limit the sphere of treatment within the synchronization process, the following reversible inhibitors were added 1 h before the cOS-pulse, during the cOS-pulse, and 1 h after the cOS-pulse: NIH-3T3:Per2-Luc/HSE-SLR treated with inhibitors for CK1 (circadian-regulating kinase) [37], JNK [38], p38 (stress-responsive kinases) [39], MEK (ERK-pathway) [39], and PKA (cAMP-pathway) [40] exhibited circadian Per2-Luc rhythms, preceded by a Per2-Luc/HSE-SLR surge after a cOS-pulse similar to the vehicle (Figure S3AB). In contrast, NIH-3T3:Per2-Luc/HSE-SLR treated with CK2 inhibitors (I; DMAT, II; TBCA) and HSF1-mediated transcription inhibitors exhibited a dramatically dampened Per2-Luc rhythm, preceded by a significantly reduced Per2-Luc/HSE-SLR surge. One week after the cOS-pulse, survival was significantly lower in cells treated only with CK2 and HSF1 inhibitors (Figure S3C). Consistently, previous studies have also demonstrated the survival and anti-apoptotic roles of CK2 [41,42]. These data strongly suggest that CK2, as well as HSF1, is pivotal for resetting clocks and cell survival after cOS-pulse.

We previously demonstrated acute HSF1-BMAL1 interactions after HS-pulse, suggesting a pivotal role of circadian-HSR crosstalk during HS-pulse -evoked resetting [19]. CK2-mediated BMAL1-Ser90 phosphorylation is indispensable for BMAL1:CLOCK nuclear accumulation and subsequent circadian gene transactivation [16]. CK2-mediated HSF1-Thr142 phosphorylation is important for HSF1 binding to HSEs and subsequent transcription activation [43]. To test the notion that the BMAL1-HSF1 interaction mediates resetting after the cOS-pulse and that the associated response is directly regulated by CK2-mediated phosphorylation, we examined the BMAL1-HSF1 association and their phosphorylation by CK2 after cOS-pulse. First, we performed co-immunoprecipitation and immunoblot analyses. BMAL1-immunoprecipitate (IP) from WT MEFs 0.5–6 h after cOS-pulse, consistent with temporal Per2 elevation, contained higher levels of HSF1 than without cOS-pulse (Figure 3A). HSF1-IP after cOS-pulse contained higher levels of BMAL1 than without cOS-pulse. As in the previous case, after the HS-pulse [19], HSF1-BMAL1 interactions were more frequent in BMAL1-co-IP than in HSF1-co-IP, indicating that HSF1 comprises a greater portion of BMAL1-co-IP than BMAL1 does in HSF1-co-IP. Importantly, CK2-mediated BMAL1-S90/HSF1-T142 phosphorylation increased after cOS-pulse (Figure 3A). The timing of the increase in BMAL1-S90 phosphorylation (at 0.5–6 h post cOS pulse) is consistent with the BMAL1-HSF1 co-IP, preceded by elevated HSF1-T142 phosphorylation (at 0.5 h). These results suggest involvement of CK2-mediated BMAL1/HSF1 phosphorylation in regulating BMAL1-HSF1 interaction. Recruitment of HSF1 to the BMAL1:CLOCK complex via these mechanisms may mediate cOS-resetting. 

**Figure 3:**
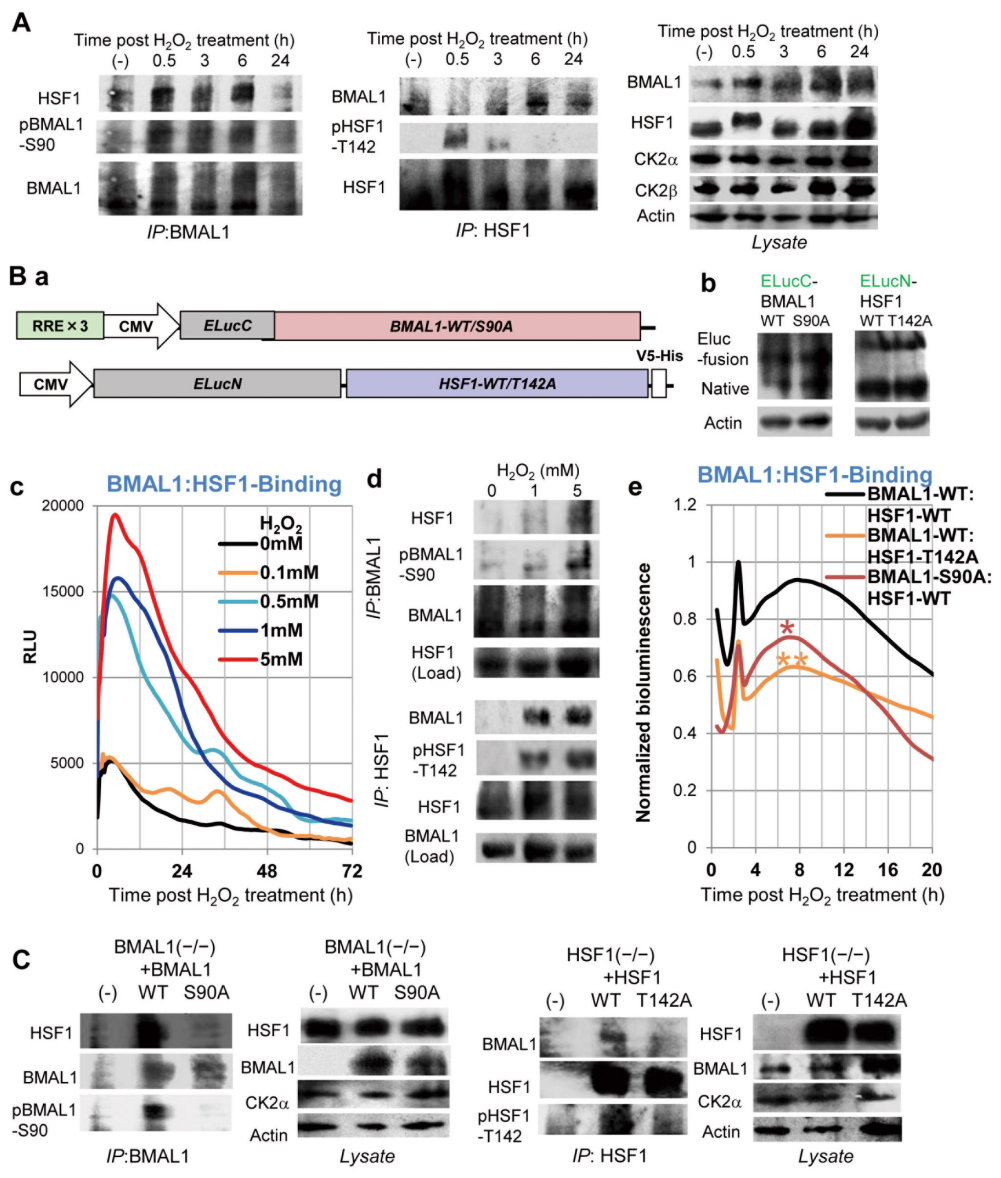
CK2-mediated phosphorylation regulates BMAL1-HSF1 binding. (A) WT MEFs were cOS-pulsed. At the indicated time, BMAL1- and HSF-IP and lysates were analyzed by immunoblotting for BMAL1, phospho-BMAL1-S90 (pBMAL1-S90), HSF1, phospho-HSF1-T142 (pHSF1-T142), CK2alpha, CK2beta, and actin. Representative images are shown (n = 3). (B) CK2 regulates BMAL1-HSF1 binding in living cells. U2OS cells transiently expressing ELucN-HSF1 (WT or T142A lacking a CK2-phospholylation site) and ELucC-BMAL1 (WT or S90A lacking a CK2-phospholylation site) (a; construction map, b; immunoblot detection of recombinant and native proteins) were analyzed by real-time split luciferase complementation assay to detect binding between BMAL1 and HSF1. Relative bioluminescence profiles (n = 4) reveal H_2_O_2_ (treated for 10 min) dose-dependent BMAL1-HSF1 binding (c). BMAL1- and HSF-IP and lysates of U2OS cells after H_2_O_2_ (0, 1, 5 mM) treatment (0.5 h for HSF1-IP or, 4 h for BMAL1-IP) were analyzed by immunoblotting for BMAL1, pBMAL1-S90, HSF1, and pHSF1-T142. Representative images are shown (n = 3) (d). Normalized profiles (n = 4) show a significant difference between WT and the mutants: ⋆ (P<0.05); ⋆⋆ (P< 0.01); at 8 h post cOS-pulse (e). (C) BMAL1^−/−^ MEFs harboring BMAL1-WT or BMAL1-S90A and HSF1^−/−^ MEFs harboring HSF1-WT or HSF1-T142A were cOS-pulsed. At 3 h (30 min for P-HSF1-T142 and P-BMAL1-S90 detection), HSF- and BMAL1-IP and lysates were analyzed by immunoblotting. Representative images are shown (n = 3).

To address the question of whether BMAL1 interacts directly with HSF1 and whether CK2-mediated phosphorylation regulates this interaction, we performed a split luciferase complementation assay [44], in which real-time bioluminescence can only be detected when N- (ELucN) and C- (ELucC) terminal luciferase fragments complement each other to generate luciferase activity via formation of BMAL1-HSF1 complex. This method rules out the possibility of nonspecific associations that may occur in IP. For this, we constructed expression vectors for ELucN-HSF1-WT/T142A and ELucC-BMAL1-WT/S90A (wild/CK2 phosphorylation-deficient mutant) (Figure 3Ba). After transfection of these vectors into U2OS cells, ELucN-HSF11 (~100 kDa) and ELucC-BMAL1 (~90 kDa) proteins could be detected by immunoblotting at similar levels as native proteins (Figure 3Bb). We monitored the surge of BMAL1–HSF1 (WT/WT) binding in real-time after the cOS pulse in an H_2_O_2_-dose dependent manner, demonstrating BMAL1-HSF1 complex formation in the cells (Figure 3Bc). This timing is consistent with the BMAL1-HSF1 co-IP pattern (Figure 3A). Additionally, BMAL1-S90 phosphorylation, HSF1-T142 phosphorylation and BMAL1-HSF1 binding occurred in an H_2_O_2_-dose dependent manner (Figure 3Bd). Next, to clarify the role of CK2, we examined the effects of deficiencies in CK2-mediated BMAL1/HSF1 phosphorylation on BMAL1–HSF1 binding. Bioluminescence reflecting binding activity was significantly reduced for BMAL1–WT:HSF1-T142A and BMAL1-S90A:HSF1-WT in comparison to BMAL1-WT:HSF1-WT (Figure 3Be), indicating that CK2-mediated BMAL1/HSF1 phosphorylation is required for BMAL1-HSF1 dimerization after the cOS-pulse in living cells. 

To elucidate the regulatory role of CK2-mediated BMAL1/HSF1 phosphorylation in cOS-resetting, we analyzed Per2-Luc/HSE-SLR profiles in MEFs harboring mutants lacking CK2-mediated phosphorylation (BMAL1-S90A and HSF1-T142A). We further established a pivotal role of CK2 in regulating BMAL1-HSF1 binding (Figure 3C). In MEFs harboring BMAL1-WT and HSF1-WT, circadian Per2-Luc rhythms (BMAL1-WT; Period = 26.0 h, Robustness = 27.2%, Acrophase = 30.44 h, SD in Acrophase = 0.101, HSF1-WT; Period = 22.0 h, Robustness = 42.8%, Acrophase = 23.11 h, SD in Acrophase = 0.121) preceded by a Per2-Luc/HSE-SLR surge after cOS-pulse were restored (Figure 4AB). MEFs harboring BMAL1-S90A exhibited no circadian Per2-Luc rhythm, consistent with previous findings [16], preceded by a much lower Per2-Luc/HSE-SLR surge (Figure 4A), demonstrating that BMAL1-S90 phosphorylation is indispensable for cOS-resetting. MEFs harboring HSF1-T142A exhibited no circadian Per2-Luc rhythm preceded by a lower Per2-Luc/HSE-SLR surge (Figure 4B), indicating a pivotal role of HSF1-T142 phosphorylation during cOS-resetting. Notably, an HSE-SLR surge was restored in MEFs harboring BMAL1-WT, but significantly impaired in MEFs harboring BMAL1-S90A (Figure 4Ab), demonstrating that BMAL1-S90 phosphorylation up-regulates the HSR after cOS-pulse. Apoptosis and necrosis significantly increased, but survivability decreased in BMAL1-S90A and HSF1-T142A, in comparison to WT (Figure 4CD). Our results demonstrate that CK2-mediated BMAL1/HSF1 phosphorylation regulates cOS-evoked resetting and cell survival, perhaps through independent and/or synergistic phosphorylation of BMAL1/HSF, and subsequent circadian-HSR crosstalk.

**Figure 4:**
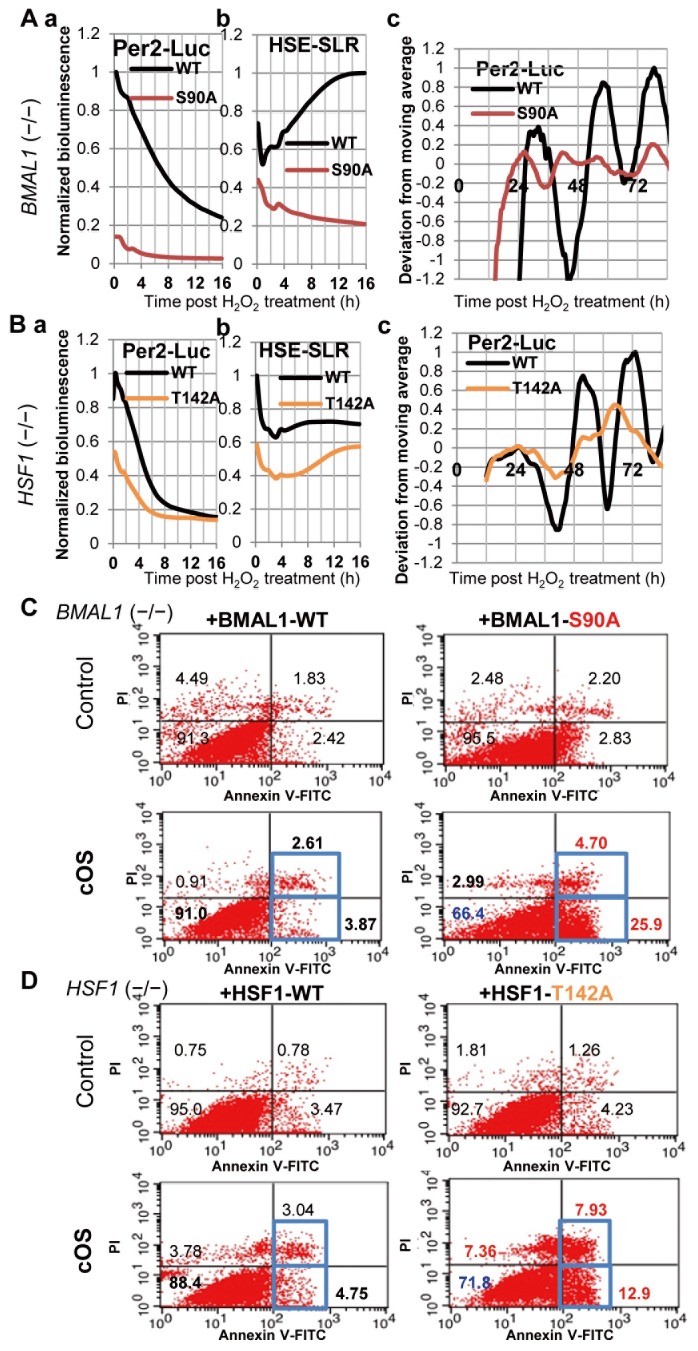
CK2-mediated BMAL1/HSF1 phosphorylation controls cOS-evoked responses. BMAL1^−/−^ MEFs harboring BMAL1-WT or BMAL1-S90A (A,C) and HSF1^−/−^ MEFs harboring HSF1-WT or HSF1-T142A (B,D) were cOS-pulsed. (A,B) Acute (a,b) and circadian (c) Per2-Luc/HSE-SLR profiles are shown as determined by real-time bioluminescence assay (n = 4). (C,D) Annexin V/PI-FACS at 8 h post cOS-pulse reveals reduced survival of BMAL1-S90A and HSF1-T142A cells.

### cOS-responsive Circadian Transcriptome

The circadian adaptive system is composed of a network of CK2-mediated signaling, circadian, and HSR systems for resetting clocks and cell survival in the presence of cOS by ROS (Figure S4). In order to understand the genome-wide molecular mechanisms that mediate this circadian adaptive system against ROS stress, we compared gene expression profiles in mouse fibroblasts (NIH3T3:Per2-Luc) with and without cOS-pulse (control; comparably weak resetting stimulus by fresh medium), using microarray. Gene expression levels were measured 4h (early stage after the immediate Per2-Luc surge), 20h and 32h after cOS-pulse. 

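RNA of NIH-3T3:Per2-Luc, mouse fibroblasts harboring a *Per2* promoter-driven luciferase, was hybridized to 4 one-color arrays on 1 slide, with 1 array per condition. 3 arrays carried RNA of cells cOS-pulsed with 5 mM H2O2 for 10 min, and 1 carried RNA of control cells given fresh medium, which its label places at 4 h. Every time point was compared with this single control, since no array of untreated cells at 20 h or 32 h was deposited. The authors deposited the signals of the scanner software (Agilent Feature Extraction), which had subtracted the background of each spot, and a table of the same signals divided by 1 constant per array. From these signals, the mean log2 signal of the spots of each probe was taken, and the 75th percentile of all 39429 probes of the array was subtracted. The control array had 21057 probes (53.4%) well above background by the flag of the scanner software, the 4 h array 23295 (59.1%), the 20 h array 21750 (55.2%) and the 32 h array 20762 (52.7%). Where only 1 array of a pair was well above background, the ratio was taken as a bound. The bound was taken over the higher of the dim signal and the lowest signal well above background on the dim array. No ratio was taken where the signal of the other array did not exceed that value. There were no replicates, so no test was run, and the number of arrays limits the precision. The errors given with log2 ratios are those of the scanner software for the spot, about 10.1% of the signal in the control, and do not cover differences between cultures. Positions are those of the probes in the array annotation (mm9).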

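At 4 h after cOS-pulse, 2671 probes (6.77% of the 39429 on the array, with 2378 gene names) were at least 2-fold higher than in the control. Of these, 1760 were well above background on both arrays, and 911 were so only at 4 h and are counted by their bounds. In the other direction, 1947 probes were at least 2-fold lower at 4 h, 1614 of them well above background on both arrays. The higher probes thus made up 57.8% of the probes past the threshold. This share depended on the scaling between arrays and was 46.7% with the 75th percentile of the probes detected on all arrays, 42.1% with quantile normalization, 34.0% without scaling, 28.1% with the median and 25.8% with the spike-in controls. Of the alternatives that kept the 2-fold threshold and counted probes, leaving out the detection filter moved the number of higher probes most, to 5441. A threshold of 3-fold gave 1025. The deposited table of scaled signals, also without a filter, gave 5899, counted over all spots of the array with control spots included. Between 20 h and 32 h, 615 probes differed at least 2-fold, 196 of them higher at 20 h and 419 higher at 32 h. Only 39 and 91 of these, respectively, were well above background on both arrays. Without scaling, the share higher at 20 h rose from 31.9% to 42.1%.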

We identified up-regulated 3940 genes (10% of expressed probe sets; ≧2-fold) 4h after cOS-pulse vs. the control (Figure 5A), and 1051 genes (2.7% of expressed probe sets) with circadian fluctuations (Figure 5B). These data reveal global gene regulation at the early (post resetting) and circadian stage in the cOS-responsive circadian adaptive system. 

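Among probes with a gene symbol that were well above background on both arrays, the largest rises at 4 h were those of *Amy1* (chromosome 3, 113258901 to 113258960) with a log2 ratio of 5.72 ± 0.35, *Gzmm* (chromosome 10, 79157946 to 79158005) with 5.71 ± 0.25, *Ovgp1* with 5.43 ± 0.25, *Gm3448* with 5.26 ± 0.26 and *Slc23a3* with 4.74 ± 0.22. The largest falls were those of *Ctgf* (chromosome 10, 24318281 to 24318340) with a log2 ratio of -4.22 ± 0.28, *Bpgm* with -3.68 ± 0.30, *Mtrf1* with -3.64 ± 0.32, *Sipa1l1* with -3.49 ± 0.25 and *Tmem119* with -3.37 ± 0.21.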

DAVID [26] was used to identify biological processes overrepresented within the cOS-up-regulated genes. Then, we sorted the identified annotation clusters (ACs) in several functional groups likely to be involved in cOS-responsive circadian adaptive system (Figure 5C, S5AB, S6 and Table S1). 

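The copy of Table S1 that could be read holds 99 probes of 3 annotation clusters (AC8, AC15 and AC27) and may be a part of the table. At 4 h, 68 of these probes were well above background on both arrays, 28 on 1 of the arrays with a bound, and 3 had no ratio. 81 were at least 2-fold higher than in the control, 66 by a measured ratio and 15 by a bound. By cluster, these were 14 of 17 probes of AC8, 13 of 14 of AC15 and 54 of 68 of AC27. The median log2 ratio of the probes well above background on both arrays was 1.28 in AC8 (12 probes), 1.71 in AC15 (12 probes) and 1.34 in AC27 (44 probes). The paper drew its clusters from genes up-regulated on these same arrays. By the ratios in the copy, 95 of the 99 probes were at least 2-fold higher at 4 h. The counts and medians given here thus follow largely from that selection and are no separate evidence of a rise.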

The functional ACs included circadian rhythm, response to heat/unfolded protein/radiation, oxidative stress-induced gene expression via Nrf2, and negative regulation of apoptosis/cell cycle. Genes in these sorted ACs are likely to contribute to cOS-triggered clock resetting and protective responses for cell survival. To verify this hypothesis by a different approach, we explored biological pathways using PathVisio [27]. We identified several biological pathways, similar to the above-mentioned ACs, which probably compose the core cOS-responsive circadian adaptive systems. 

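The median log2 ratio at 4 h was computed for lists of genes written before the data were examined, with 1 probe per gene, and set against 10000 random lists matched on signal. The median over all genes was 0.22. The 3 subunits of CK2 had a median of 0.61, at a percentile of 90.1 among the random lists. The core clock list had 0.77 (99.9th percentile), with 12 of 14 genes higher. The targets of HSF1 had 0.57 (99.7th percentile), with 16 of 18 genes higher. The targets of NF-kappa-B had 0.90, above all random lists, with 16 of 19 genes higher. The targets of Nrf2 had 0.90, also above all random lists, with 24 of 25 genes higher. Scaling by the spike-in controls moved these medians most, except that of NF-kappa-B. It shifted the median of all probes well above background on both arrays by -0.40 and gave 0.21 for CK2, 0.48 for the clock, 0.17 for HSF1 and 0.50 for Nrf2. The median of NF-kappa-B moved most with quantile normalization, to 0.49. The percentiles describe these arrays only, since there were no replicates.

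**Figure D1:**
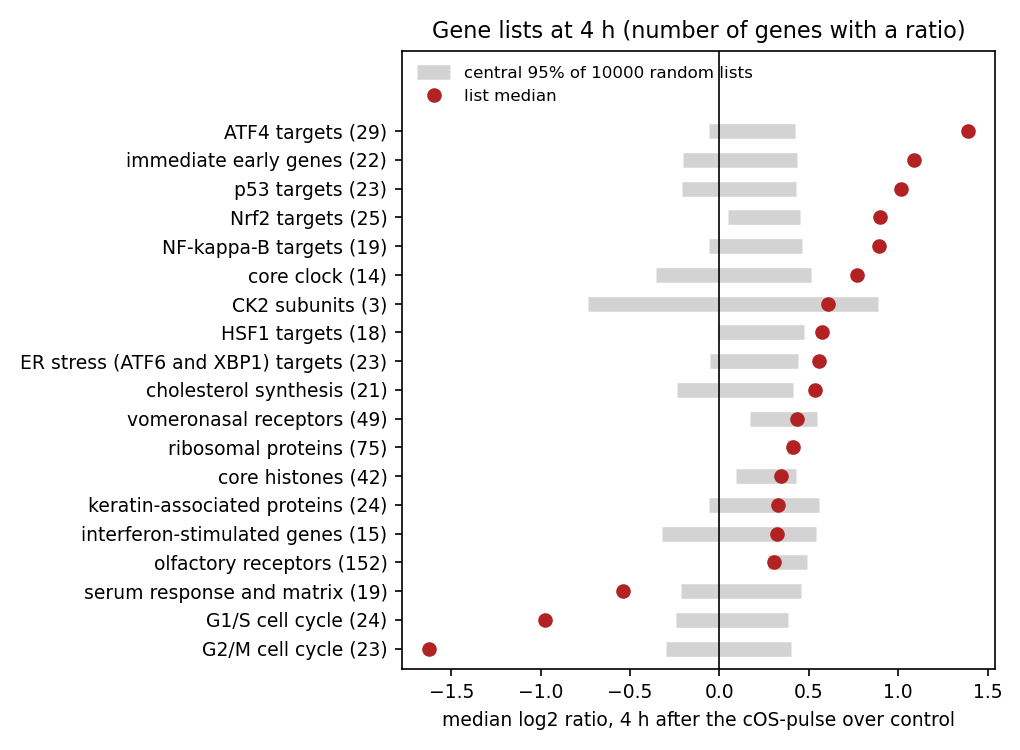
Median log2 ratio of each gene list at 4 h over the control (points), with the central 95% of 10000 random lists matched on signal (grey bars) and the number of genes with a ratio in brackets. The medians run from -1.63 for the G2/M list to 1.39 for the ATF4 targets, and those of interferon-stimulated genes, core histones and keratin-associated proteins fall below 0 with scaling by the median or the spike-in controls, as those of interferon-stimulated genes, olfactory and vomeronasal receptors do without a detection filter and with the deposited scaled signals.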

Genes belonging to these pathways (CK2, Circadian, HSR, Apoptosis, and Anti-oxidant) displayed clustered up-regulation at 4h after cOS-triggered clock resetting, as observed on the heatmap (Figure 6A and Table S2). 

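Ratios of 20 h over 32 h were taken for the genes of the clock, HSR and anti-oxidant pathways. *Nqo1* (chromosome 8, 109912440 to 109912499) was higher at 20 h, with a log2 ratio of 1.07 ± 0.21. *Bmal1* (listed as *Arntl*, chromosome 7, 120457261 to 120457320) had -0.85 ± 0.21, both probes of *Dbp* had 0.66 ± 0.20, and *Hspa5* had -0.43 ± 0.20, so that each differed by more than the spot error but less than 2-fold. *Etv6* had 0.074 ± 0.21 with 1 probe, and its other probe was not well above background on any array. *Per1* had 0.17 ± 0.20 with 1 probe, and the other was well above background only at 32 h, at least 2.03-fold higher than at 20 h. *Ppp1r3c* (chromosome 19, 36806457 to 36806516) was well above background only at 32 h and at least 6.15-fold higher than at 20 h. *Per2* and *Cry1* were well above background at 20 h but not at 32 h, at least 1.06-fold and at least 1.11-fold higher. *Gsta2* was not well above background at either time point, and *Npas2* on none of the arrays. All these directions held under the 5 scaling alternatives.

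**Figure D2:**
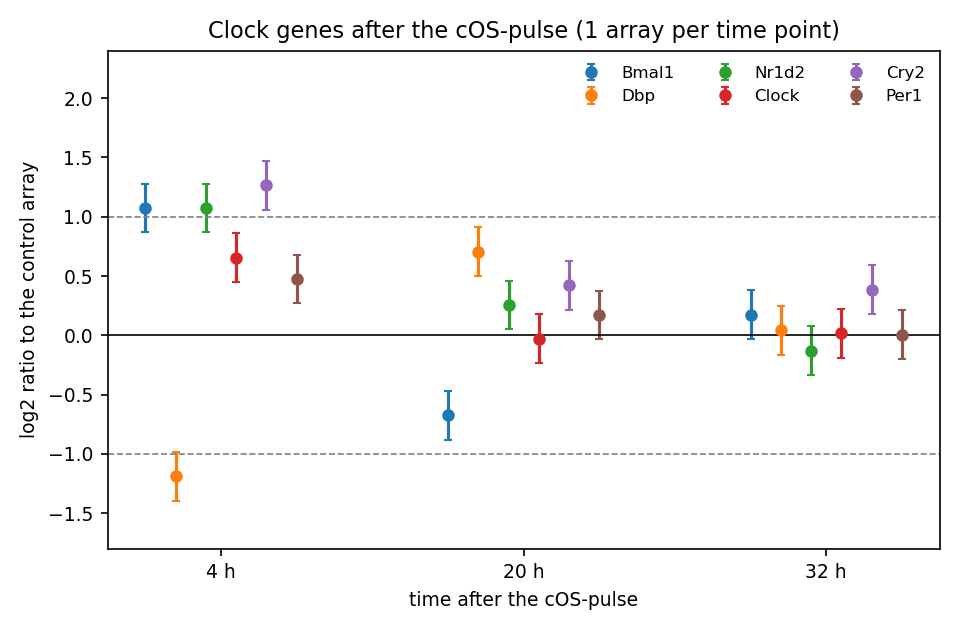
Log2 ratio to the control array of 1 probe for each of 6 clock genes at 4 h, 20 h and 32 h after cOS-pulse (points), with the spot error (bars), and dashed lines at 2-fold. Bmal1 lies above the control at 4 h and below it at 20 h, Dbp lies below it at 4 h and above it at 20 h, and the ratio changes sign with some of the scaling alternatives for Clock at 20 h, Nr1d2 at 32 h and Per1 at 32 h.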

Several genes, including *Bmal1, NPAS2, Per1, Per2, Cry1, Dbp, Etv6, Ppp1r3C* (clock-related genes), *Hspa5* (HSR gene), *Gtsa2*, and *Nqo1* (anti-oxidant genes), exhibit circadian fluctuation associated with clock resetting. These genes/pathways are probably core components that are pivotal for clock resetting and cell survival in the cOS-responsive circadian transcriptome.

**Figure 5:**
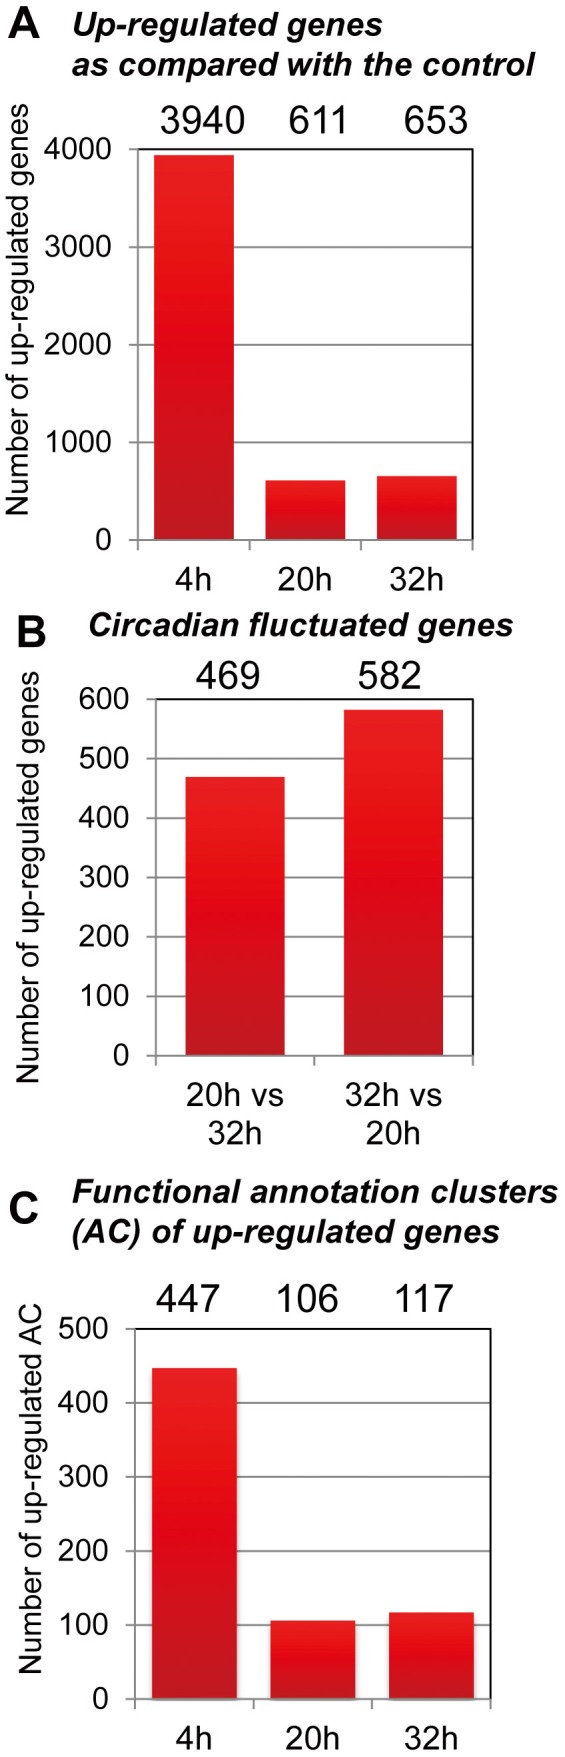
Microarray analysis of gene regulation by cOS-pulse. Microarray analysis using workflow for one-color Mouse GE 4x44K v2 (Agilent Technologies; harboring 39430 mouse transcripts) was performed to identify up-regulated genes during the early stage (4h post cOS-pulse) immediate surge of Per2-Luc and late stage (20h and 32h), as compared vs. the control (only medium-change). (A) The graph shows the total number of the (≧ 2-fold) up-regulated genes at the each time point. (B) The graph shows the total number of the circadian circadian-fluctuated (≧ 2-fold) genes at the each time point. (C) The graph shows the total number of the up-regulated annotation clusters (ACs) at the each time point.

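At 20 h after cOS-pulse, 301 probes were at least 2-fold higher than in the control and 737 at least 2-fold lower. Of the higher probes, 144 were well above background on both arrays. At 32 h, 452 probes were higher, 209 of them well above background on both arrays, and 565 were lower. The higher probes made up 29% of those past the threshold at 20 h, against 39.1% with median scaling, 50.0% with spike-in scaling and 65.4% without scaling. At 32 h they made up 44.4%, against 60.2% with spike-in scaling and 62.7% without scaling. The shares with spike-in scaling rest on 1 of its 8 probes, which had log2 ratios of -0.71 at 20 h and -1.01 at 32 h while the other 7 rose. Without this probe, left out after its values were seen, they were 36.3% at 20 h and 44.7% at 32 h.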

**Figure 6:**
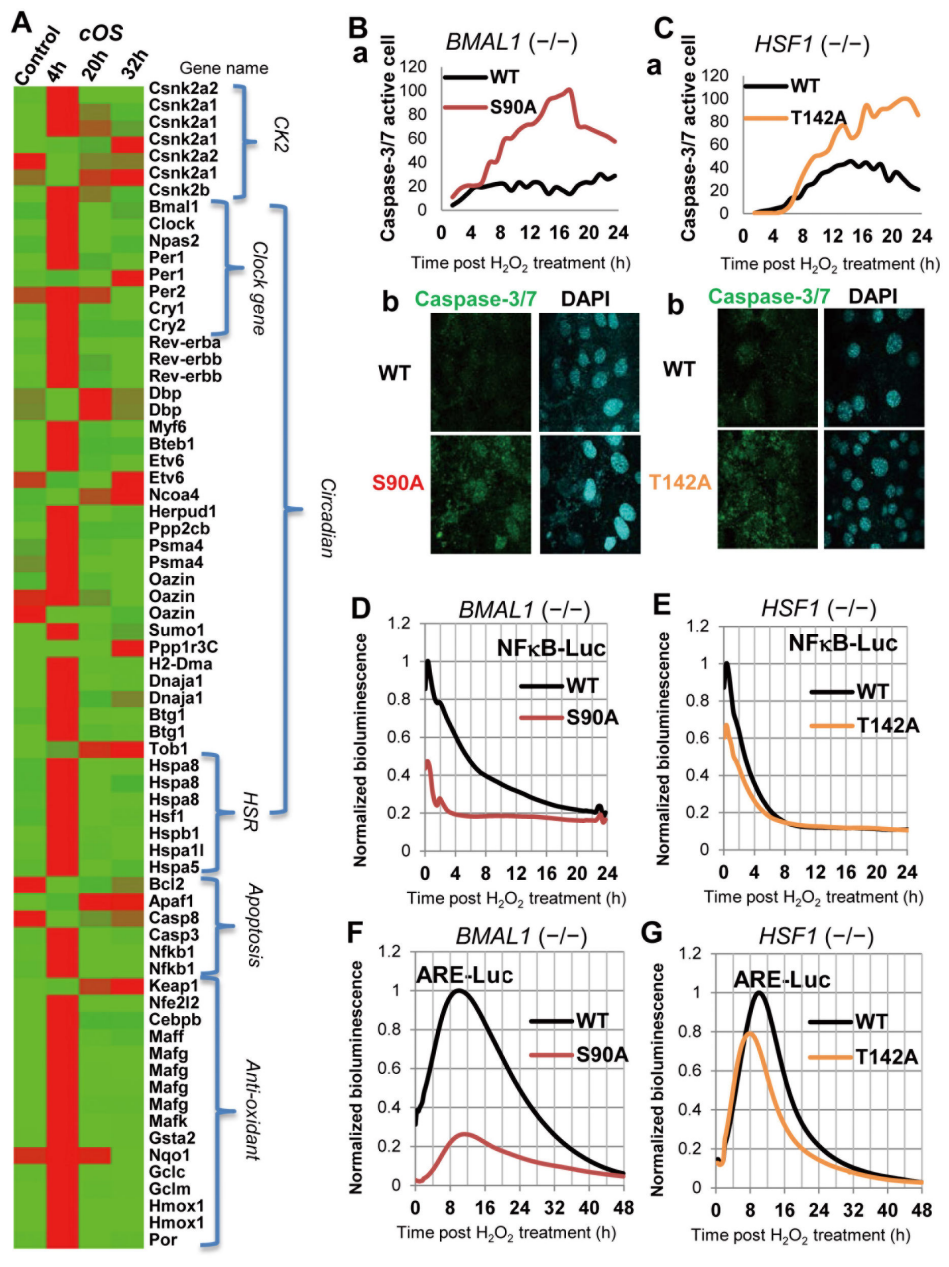
cOS-responsive circadian transcriptome regulated by CK2-signaling. (A) Expression profile of the core cOS-evoked circadian transcriptome for cell survival. Microarray analysis was performed to profile regulated genes in NIH-3T3:Per2-Luc with/without cOS-pulse. Functionally relevant genes for cOS-evoked responses were listed by annotation clustering and exploring biological pathways. A heatmap of the cOS-responsive genes encoding CK2, circadian, HSR, apoptosis, and anti-oxidant–related proteins is shown. Gradient representation from brightest red to brightest green indicates relatively high to low levels of gene expression. The values for the heatmap are shown in Table S2. (B-G) CK2-mediated BMAL1/HSF1 phosphorylation regulates anti-apoptotic/oxidant pathways after cOS-pulse. BMAL1^−/−^ MEFs harboring BMAL1-WT or BMAL1-S90A (B,D,F) and HSF1^−/−^ MEFs harboring HSF1-WT or HSF1-T142A (C,E,G) were cOS-pulsed. (B,C) (a) Normalized profiles for caspase-3/7-active cell numbers as monitored by live cell time-lapse imaging using CellEvent™ Caspase-3/7 Green (Movie S3 and S4). (b) Representative confocal images of fixed cells with DAPI-visualized nuclei post cOS-pulse are shown. (D,E) Cells transiently expressing NF-kappa-B-driven Luc were cOS-pulsed. Normalized profiles of NF-kappa-B-Luc are shown (n = 4). (F,G) Cells transiently expressing ARE-Luc, the Nrf2-mediated anti-oxidant reporter, were cOS-pulsed. Normalized profiles of ARE-Luc are shown (n = 4).

### CK2 Regulates Pro-survival Pathways against ROS Stress

To validate the notion that CK2-mediated signaling integrally controls these cOS-responsive pathways/transcriptome, as hypothesized above (Figures 6A and S4). We investigated whether apoptotic and anti-oxidant pathways are regulated by CK2-mediated BMAL1/HSF1 phosphorylation after cOS-pulse. We measured caspase-3/7 protease activity as a marker of early apoptosis [45] and NF-kappa-B-mediated gene expression as an anti-apoptotic marker [46]. NF-kappa-B transactivates genes encoding regulators of cellular survival. Notably, time-lapse imaging (Movie S3 and S4) revealed dramatically higher caspase-3/7 activity in MEFs harboring BMAL1-90A, with an evident surge after cOS pulse than in MEFs harboring BMAL1-WT (Figure 6Ba). Higher caspase-3/7 activity was also detected in MEFs harboring HSF1-T142A than in HSF1-WT harboring MEFs (Figure 6Ca). Consistently, confocal images showed similar caspase-3/7 activity patterns; higher caspase-3/7 activity was detected in MEFs harboring BMAL1-S90A and HSF1-T142A (Figure 6Bb, Cb). Moreover, BMAL1^−/−^ MEFs harboring BMAL1-WT exhibited remarkably higher NF-kappa-B-mediated transcriptional activity, demonstrated by NF- kappa-B-responsive promoter element-driven Luc, with an acute surge and gradual reduction to basal levels. A much less evident activity surge was observed in MEFs harboring BMAL1-90A (Figure 6D). Higher NF-kappa-B-Luc was also observed in MEFs harboring HSF1-WT than in those harboring HSF1-T142A (Figure 6E), but the difference was smaller than in the comparison of BMAL1-WT and S90A. H_2_O_2_ has consistently been implicated as an indirect activator of NF-kappa-B [47]. These temporal NF-kappa-B-Luc patterns, preceded by caspase-3/7 activity, are reasonable if NF-kappa-B suppresses caspase-3/7 activity due to NF-kappa-B-induced anti-apoptotic pathways. Supporting our present data, CLOCK is a positive regulator of NF-kappa-B-mediated transcription [48]. Intriguingly, given that CK2-mediated BMAL1-S90 phosphorylation is indispensable for nuclear accumulation and heterodimerization of CLOCK and BMAL1 as a core clock transactivator [16], BMAL1-S90 phosphorylation likely causes activation of NF-kappa-B-mediated transcription. FACS data have demonstrated larger differences in early apoptotic cells between WT and mutants and BMAL1-S90 phosphorylation is more crucial than HSF1-T142 phosphorylation in regulating the anti-apoptotic response after cOS-pulse. Given that BMAL1 and HSF1 elicit anti-oxidant responses to prohibit cellular damage [35,36], MEFs harboring BMAL1-WT/HSF-WT that survive after cOS-pulse are likely undamaged. To validate this anti-oxidant response, we examined gene expression mediated by Nrf2, one of the central transcription factors controlling antioxidant response [49]. BMAL1^−/−^ MEFs harboring BMAL1-WT exhibited remarkably higher Nrf2 -mediated transcriptional activity, with an evident acute surge and gradual decrease to basal levels 2 days after the cOS pulse. A much less evident surge was observed in MEFs harboring BMAL1-90A (Figure 6F). Higher ARE-Luc was observed in MEFs harboring HSF1-WT than in MEFs harboring HSF1-T142A (Figure 6G), but the difference was smaller than in the comparison of BMAL1-WT and S90A. These findings strongly suggest that CK2-mediated signaling integrally controls cOS-responsive anti-apoptotic and anti-oxidant pathways that lead to cell survival.

## Discussion

### Synergistic Clock Resetting and Cell Survival at the Branch Pont of Life and Death

In this study, we identified ROS-dependent circadian control in mammals. We observed resetting of the circadian clock by near-lethal doses of ROS at the branch point of life and death (Figure 7A). This resetting process is accompanied by simultaneous activation of the cell survival systems. This kind of adaptation response brings biological order and homeostasis. We can also regard the resetting of multi-cellular clock phases as the transition process bringing order (synchronous state) from disorder (asynchronous state). This synchronous phase transition is presumably important for the multi-cellular adaptive response and cell survival. Here, we have demonstrated a direct correlation between circadian adaptation and life-survival phenomena. If this circadian adaptation system were not evolutionarily derived, the living species could not survive after exposure to this kind of ROS stress. Thus, we believe this synergistic clock resetting and cell survival implies a novel evolutionary aspect of the circadian system. 

**Figure 7:**
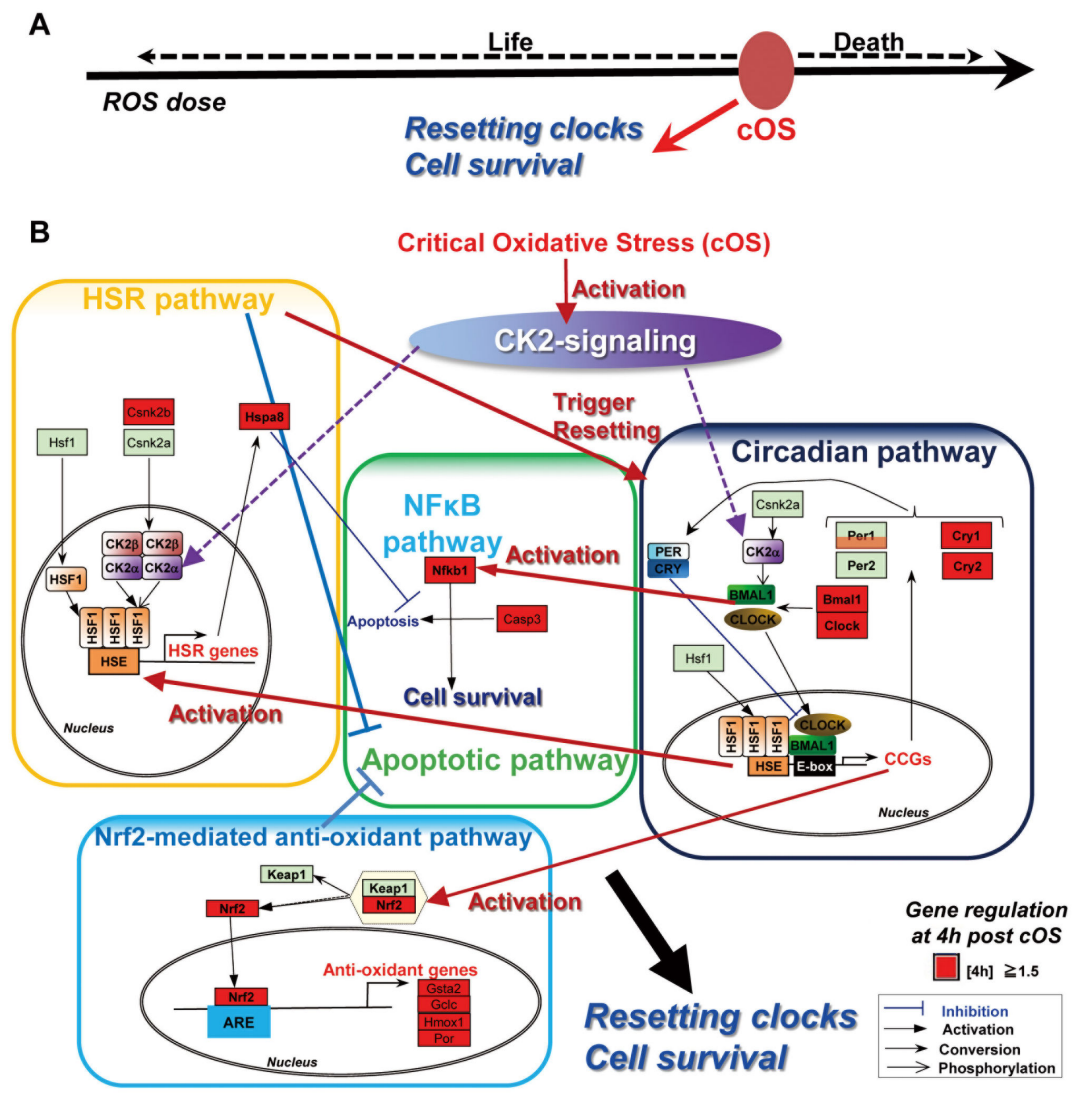
Circadian adaptive signaling responsive to the critical ROS stress. (A) The schematic figure shows resetting of the circadian clock by near-lethal doses of ROS (cOS) at the life-death boundary. (B) The schematic figure shows the core circadian signaling system for adaptation to critical ROS stress for cell survival. This signaling system is composed of CK2-orchestrated mutual crosstalk between circadian, HSR, apoptotic, and Nrf2-mediated anti-oxidant pathways. The component genes identified by PathVisio are shown as rectangles with red indicating up-regulation and pale green for unchanged expression at 4 h post cOS-pulse.

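For the component genes of the CK2 pathway, the probes of *Csnk2a2* differed in direction, and so did those of *Csnk2a1*. *Csnk2a2* rose by a log2 ratio of 1.61 ± 0.20 at 4 h with 1 probe and by at least 2.82-fold with another, and had -0.44 ± 0.20 with the last. The 4 probes of *Csnk2a1* lay between -0.29 ± 0.20 and 0.44 ± 0.20, and these 2 kept opposite directions under all 5 scaling alternatives. The other 2 turned from above to below the control with median, spike-in or no scaling, 1 of them under all 5 alternatives. *Csnk2b* had 0.61 ± 0.20. Among clock genes, *Nr1d2* had 1.07 and 0.88 with its 2 probes and *Klf9* 0.86, *Etv6* had 0.45 with the probe that was well above background, and *Myf6* was not well above background on any array. *Hsf1* had 0.54 ± 0.20, and *Hspb1* was well above background at 4 h only, at least 1.45-fold higher. Among apoptosis genes, *Casp8* had -1.66 ± 0.21 and *Bcl2* -0.78 ± 0.22. *Apaf1* had 0.22 ± 0.21 and fell below the control with median, spike-in or no scaling. *Gclm* had 1.68 ± 0.21, and *Nqo1* had 0.14 ± 0.21, which turned negative with median, spike-in or no scaling. *Keap1* had 0.020 ± 0.20 and was below the control under each of the 5 scaling alternatives. The probes of *Btg1* rose 1.93-fold and 2.82-fold, and those of *Dnaja1* had log2 ratios of 0.68 and 0.40. *Azin1* had 0.66 with 1 probe, -0.36 with another, and 0.068 with the last, which turned negative in 4 of the 5 scaling alternatives. *Tob1* had 0.35 and turned negative with median and spike-in scaling, and *Ppp2cb* had 0.40 and turned negative with spike-in scaling. *Psma4* had 0.19 and 0.21, which turned negative with median, spike-in or no scaling, the second also with quantile normalization, and *Ncoa4* had -0.040.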

### Circadian Adaptive Signaling Responsive to the Critical ROS Stress for Cell Survival

Transcriptome analysis elucidated the elaborate circadian-adaptive signaling system evoked by cOS (Figure 7B and S7). The BMAL1-controlled circadian system and HSF1-controlled HSR system are probably indispensable for this cOS-evoked pro-survival process, because ROS sensitivity is enhanced in BMAL1/HSF-deficient cells. By an unknown mechanism, intracellular ROS activates CK2 to phosphorylate HSF1 and BMAL1. Shorter-term phosphorylation of HSF1-T142 might cause immediate transactivation of *Per2*, monitored as acute Per2-Luc elevation, and other HSR genes, and BMAL1-HSF1 dimerization, to trigger clock resetting. Induced HSR genes, such as *Hspa1l*, *Hspa5* (*Grp78*) (Figure S7), and *Hspa8* (*Hsc70*) (Figure 7B) [50-52], as well as up-regulated *H2-DMa* and *Herpud1* in the circadian pathway [53,54] likely respond to unfolded proteins generated by ROS [55]. 

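*Hspa5* (chromosome 2, 34631913 to 34631972) rose by a log2 ratio of 1.37 ± 0.20 at 4 h. The 3 probes of *Hspa8* had 0.81, 0.70 and 0.44, each with a spot error of 0.20. *Hspa1l* was not well above background on any of the 4 arrays, so no ratio was taken. *H2-DMa* (chromosome 17, 34274300 to 34274863) had 3.57 ± 0.26 and *Herpud1* 1.16 ± 0.20.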

Interestingly, *Hspa1l*, an anti-inflammatory heat shock protein (Hsp) 70 gene, is positively associated with human survival [51]. Furthermore, these Hsp70 genes play anti-apoptotic roles by suppressing caspase-3 activity and formation of the apoptosome [56]. Up-regulated *Sumo1* (circadian pathway) and ubiquitin-related genes (Figure S7) may also contribute to the degradation of unfolded proteins [57]. 

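Among the clock genes, the log2 ratio at 4 h over the control was 1.07 ± 0.20 for *Bmal1*, 0.66 ± 0.20 for *Clock* (chromosome 5, 76641377 to 76641436) and 1.52 ± 0.35 for *Cry1* (chromosome 10, 84594731 to 84594790). The 2 probes of *Cry2* had 1.10 ± 0.21 and 1.26 ± 0.20, and *Rev-erb-alpha* (listed as *Nr1d1*) had 1.09 ± 0.22. *Per1* had 0.48 ± 0.20 with the probe that was well above background at 4 h. *Per2* was well above background at 4 h and not in the control, at least 1.17-fold higher, but a rise could be stated under only 1 of the 5 scaling alternatives (75th percentile of the probes detected on all arrays). No ratio was taken for *Npas2*.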

Longer-term phosphorylation of BMAL1-S90 probably causes prolonged BMAL1-HSF1 dimerization to establish resetting of the core interlocked clock-feedback machinery that elicits subsequent transactivation of other CCGs such as *Per1, Cry1, Cry2, Rev-erb-alpha, Bmal1, Clock* and *NPAS2*. Interestingly, among CCGs, *Dbp* [58] was down-regulated (Figure S7). 

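The 2 probes of *Dbp* (chromosome 7, 52965461 to 52965520 and 52965322 to 52965381) had log2 ratios of -1.19 ± 0.21 and -1.34 ± 0.21 at 4 h over the control. At 20 h they had 0.71 and 0.70, and at 32 h 0.042 and 0.032.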

BMAL1 and CK2-controlled BMAL1-HSF1 dimerization may mediate activation of the HSR pathway by the circadian pathway. Supporting this, depletion of BMAL1 (Figure 2Ab) and abrogation of CK2-mediated phosphorylation (Figure 4Ab) resulted in remarkable impairment of the cOS-evoked HS-stress response. Due to mutagenesis-caused abrogation of CK2-mediated phosphorylation (Figures 3Be, 3C and 4), CK2-mediated BMAL1-S90/HSF1-T142 phosphorylation and BMAL1-HSF1 dimerization might be indispensable for cOS-evoked resetting and cell survival. 

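*Hsbp1* (chromosome 8, 121868865 to 121869534) had a log2 ratio of 0.32 ± 0.20 at 4 h over the control, which turned negative with median scaling and with spike-in scaling.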

In the HSR pathway, up-regulated *Hsbp1* may switch off HSR gene induction (Figure S7) [59]. 

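The 2 probes of *Nfkb1* (chromosome 3, 135247621 to 135247680 and 135254550 to 135254609) had log2 ratios of 1.26 ± 0.21 and 1.38 ± 0.21 at 4 h over the control.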

Up-regulation of NF-kappa-B expression may strengthen this anti-apoptotic pathway for cell survival (Figure 7B). Our data do not exclude the contribution of NF-kappa-B activation through CK2-mediated phosphorylation-induced I-kappa-B degradation [60] to the cOS-responsive pathway. During the preparation of this manuscript, direct *Nrf2* transactivation via BMAL1:CLOCK binding to E-box in the promoter was reported [61]. Thus, in the circadian pathway, cOS-induced up-regulation of *Nrf2* via CK2-induced BMAL1:CLOCK-mediated transactivation results in the transactivation of anti-oxidant genes such as *Gsta2, Gclc, Hmox1*, and *Por*, encoding the anti-oxidant enzymes glutathione S-transferase-alpha2, glutamate-cysteine ligase catalytic subunit, heme oxigenase1, and P450 oxidoreductase, respectively (Figure 7B). 

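*Nrf2* (listed as *Nfe2l2*, chromosome 2, 75513771 to 75513830) had a log2 ratio of 0.91 ± 0.20 at 4 h over the control, below the 2-fold threshold. *Gclc* (chromosome 9, 77641296 to 77641355) had 1.89 ± 0.20, and *Por* (chromosome 5, 136211122 to 136211181) had 1.15 ± 0.20. The 2 probes of *Hmox1* (chromosome 8, 77624207 to 77624266 and 77620797 to 77620856) had 3.29 ± 0.20 and 2.91 ± 0.21. *Gsta2* was well above background at 4 h only and at least 3.18-fold higher than in the control.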

Circadian adaptive activation of the Nrf2-mediated anti-oxidant pathway might remove ROS to suppress apoptosis. Our data do not exclude the contribution of the pathway via direct Nrf2 phosphorylation by CK2 [62]. Additionally, cOS-up-regulated genes encoding the heterodimeric partner of Nrf2 (*Maff, Mafg, Mafk*) [63,64], a transcription factor for the anti-oxidant genes (*Cebpb*) [65] (Figure 7B and S7) and other proteins in oxidative stress-responsive pathways (Figures S8), might contribute to cell survival. 

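At 4 h, *Maff* had a log2 ratio of 1.30 ± 0.20 over the control and *Mafk* 1.76 ± 0.20, and the 4 probes of *Mafg* lay between 1.64 and 1.89. *Cebpb* (chromosome 2, 167515828 to 167515887) had 0.85 ± 0.20, below the 2-fold threshold.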

NF-kappa-B-mediated up-regulation *Sod1* and *Sod2* [66] after cOS-pulse is controlled by BMAL1 and CK2-mediated BMAL1-S90 phosphorylation, as evidenced by SOD1/2 quantitation after cOS-pulse (Figure S9) and the result in Figure 6D. This result (Figure S9) validates the link between the circadian system and pro-survival pathways under oxidative stress. 

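Of the peroxiredoxin genes, *Prdx1* had log2 ratios of 1.34 ± 0.20 and 0.95 ± 0.20 at 4 h over the control with its 2 probes. 3 probes of *Prdx6* had 0.90, 0.91 and 0.92, each with a spot error of 0.20, and another was well above background at 4 h only, at least 2.73-fold higher. *Prdx2* had -0.054 ± 0.20 and *Prdx3* -0.27 ± 0.20. *Prdx4* had 0.44 ± 0.37 with 1 probe and 0.028 ± 0.20 with the other, which was negative under all 5 scaling alternatives. The probes of *Prdx5* had 0.11 and 0.071 and were negative under all 5 as well.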

Interestingly, peroxiredoxin, one of the removers of H_2_O_2_ with circadian enzymatic activity [67], was evidenced only by *Prdx1* and *Prdx6* up-regulation after cOS-pulse (Figure S7). Circadian fluctuations of large arrays of genes (Figures 5B, 6A, and S6) verify that cOS evokes not only immediate early gene regulation but also circadian gene regulation, confirming that this cOS-responsive signaling is circadian-adaptive. 

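Among probes with a gene symbol that were well above background on both arrays, the largest differences toward 20 h over 32 h were those of *Gstm4* (chromosome 3, 107843802 to 107843861) with a log2 ratio of 2.70 ± 0.35, *Wscd2* with 2.10 ± 0.32, *Casp14* with 2.00 ± 0.27, *Prr9* with 1.96 ± 0.23 and *5033406O09Rik* with 1.83 ± 0.30. Toward 32 h they were those of *Gm9937* (chromosome 17, 31011751 to 31011810) with -3.78 ± 0.34, *Spata9* with -2.83 ± 0.33, *Nbeal2* with -2.66 ± 0.27, *Cox7b2* with -2.32 ± 0.31 and *Gfra4* with -2.25 ± 0.24. The 399 probes with 10 spots gave a measure of the spot noise. The median SD of their single-spot log2 ratios was 0.046 where both arrays were well above background (230 probes) and 0.42 where only 1 was (9 probes). From the fluctuation of large numbers of genes, the paper concludes that cOS evokes circadian gene regulation as well as immediate early regulation, and that the signaling is therefore circadian-adaptive.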

Based on the findings, we suppose that circadian system coordinates near-lethal ROS stress-induced pro-survival program through clock resetting-signaling. Our findings likely reveal a novel circadian-adaptive signaling system responsive to the critical ROS stress. The core part of this system is perhaps orchestrated by CK2. This system probably plays fundamental roles in protection against disease and death. We believe that molecular-targeted medicine against the components of this signaling system may aid the development of therapies and preventive measures against various ROS-inducible diseases such as cancer, metabolic disorders and neurodegenerative diseases.

## Supporting Information

Figure S1 **Determination of the appropriate dose for OS to reset circadian clocks.** NIH-3T3:Per2-Luc/HSE-SLR cells treated with various H_2_O_2_ doses as indicated. Relative (RLU) acute Per2-Luc/HSE-SLR (A) and normalized circadian Per2-Luc profiles (B) post-H_2_O_2_ treatment were monitored by real-time dual-color bioluminescence assay (n = 5). (C) Each relative cell survival score 1 week post H_2_O_2_ treatment is shown. The score ++++ indicates 90–100% viable (negative control level), +++ indicates 75–90% viable, ++ indicates 50–75% viable, + indicates 25–50% viable, − indicates less than 25% viable (in this case less than 5% viable).
(PDF) Click here for additional data file.

Figure S2 **cOS resets single cellular circadian clocks.** U2OS:Per2-Luc/HSE-SLR cells were treated with various H_2_O_2_ doses as indicated (for 10min with 0.1-5mM, for 20min with 10mM). Temporal profiles of acute Per2-Luc/HSE-SLR surge (Aab), and circadian Per2-Luc (B) (n = 4) reveal synchronization of circadian Per2 rhythms following OS-pulse with an optimal dose similar to that of H_2_O_2_ treatment in NIH-3T3 cells. (C) Temporal Per2-Luc profiles of single cells (black dots represent average values), as monitored by time-lapse bioluminescence imaging (Movie S1B), showing synchronization of circadian Per2-Luc rhythms after cOS. (D) Each relative cell survival score 1 week post H_2_O_2_ treatment is shown.
(PDF) Click here for additional data file.

Figure S3 **CK2 is pivotal to reset clocks and cell survival after cOS–pulse.** NIH-3T3:Per2-Luc/HSE-SLR were cOS-pulsed and treated with protein kinase inhibitors for CK2 (I; 25 microM DMAT, II; 25 microM TBCA), CK1 (100 microM CKI-7), JNK (10 microM L-JNKi1), p38 (10 microM SB203580), MEK (25 microM U0126) and PKA (5 microM inhibitor fragment (6-22) amide) as well as HSF1 inhibitor (100 microM KNK437) for the indicated duration (pre & post 1 h of cOS-pulse, added 1 h before the cOS-pulse, during the cOS-pulse, and 1 h after the cOS-pulse). Normalized acute Per2-Luc/HSE-SLR (A) and circadian Per2-Luc profiles (B) were monitored via real-time dual-color bioluminescence assay (n = 3). (C) Each relative cell survival score at 1 week following cOS-pulse is shown.
(PDF) Click here for additional data file.

Figure S4 **CK2-signaling integrally controls cOS-evoked clock resetting and cell survival.** The schematic figure shows hypothetical crosstalk between CK2- mediated signaling, circadian, and HSR systems after cOS-pulse. The HSR system transmits cOS-evoked resetting information to the circadian system. The circadian system likely activates the HSR system. CK2 likely orchestrates the circadian and HSR systems through transactivation of CCGs and HSR genes, and BMAL1-HSF1 binding through BMAL1/HSF1 phosphorylation. Thus, CK2-mediated signaling integrally controls circadian resetting, which likely contributes to cell survival via circadian-HSR crosstalk.
(TIF) Click here for additional data file.

Figure S5 **Functionally relevant ACs and categories of the up-regulated genes by cOS-pulse.** (A) A list of functionally relevant ACs are presented as a graph, showing numbers of genes (≧ 2-fold) included in the each AC. (B) The ACs were further sorted by their function. The graph shows numbers of genes included in the each functional category.
(PDF) Click here for additional data file.

Figure S6 **Temporal expression profiles of genes included in the relevant ACs of the up-regulated genes.** Microarray analysis of gene expression in NIH-3T3:Per2-Luc with/without cOS-pulse was performed. A heatmap of several up-regulated genes included in the functionally relevant ACs to cOS-evoked responses is shown. Gradient representation from brightest red to brightest green indicates relatively high to low levels of gene expression. The values for the heatmap are shown in Table S1.
(PDF) Click here for additional data file.

Figure S7 **cOS-responsive circadian adaptive signaling pathways.** The schematic shows the core circadian signaling system for adaptation to critical ROS stress for cell survival. This represents a detailed version of Figure 7B.
(PDF) Click here for additional data file.

Figure S8 **Oxidative stress pathways containing up-regulated genes by cOS-pulse.** The component genes of an oxidative stress pathway identified using PathVisio are shown as rectangles with red indicating up-regulated, blue down-regulated, pale green unchanged, and gray for undetected, 4h post cOS-pulse.
(PDF) Click here for additional data file.

Figure S9 **CK2-mediated BMAL1-S90 phosphorylation regulates SOD expression.** BMAL1^−/−^ MEFs (-), and BMAL1^−/−^ MEFs harboring BMAL1-WT or BMAL1-S90A MEFs were cOS-pulsed. At 8 h post with/ without (-) the treatment, cell lysates were analyzed by immunoblotting for SOD1 (using antibody; Upstate Biotechnology, USA), SOD2 (using antibody; Gene Tex, USA), actin and BMAL1. (A) Representative images are shown. (B) The immunoblot data were quantified by computerized densitometry as described previously [13]. A graph with error bar (±SD) showing normalized (to actin contents, and contents in WT) and averaged SOD1/2 contents (n = 4) at 8 h post cOS-pulse demonstrates significant differences between (-), WT and S90A: ⋆⋆ (P< 0.01), ⋆⋆⋆ (P< 0.001).
(PDF) Click here for additional data file.

Table S1 **Expression profiles of genes belonging to the relevant annotation clusters.** Microarray analysis of gene expression in NIH-3T3:Per2-Luc with/without cOS-pulse was performed. AC, ID, name and value of the genes for the heatmap (Figure S6) are shown. Circadian fluctuated genes are highlighted blue (higher expression 32 h post cOS-pulse) or red (higher expression 20 h post cOS-pulse).
(PDF) Click here for additional data file.

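The values in the copy of Table S1 were compared with the deposited table of scaled signals. All 99 probes were within 1% of it on each array, with a largest difference of 0.0058%. The columns of the table are thus signals divided by 1 constant per array on a linear scale, and the columns of ratios are quotients of these signals with no detection filter. Of its 9 probes whose 20 h and 32 h values in the table differ at least 2-fold, 4 were well above background on neither array and 1 on both.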

Table S2 **Expression profiles of genes in cOS-evoked signaling.** Microarray analysis of gene expression in NIH-3T3:Per2-Luc with/without cOS-pulse was performed. Gene name and value for the heatmap (Figure 6A) are shown. Acutely regulated and circadian fluctuated genes are highlighted with blue (higher expression in the control or at 32 h post cOS-pulse) or red (higher expression at 4 h or 20 h post cOS-pulse).
(PDF) Click here for additional data file.

Movie S1 **A critical oxidative stress (cOS) for cell survival synchronizes circadian *Per2* rhythms in living single cells.** U2OS:Per2-Luc were cOS-pulsed after 2 days of pre- treatment (S1). Acute surges and circadian rhythms of Per2-Luc (pseudo-color) show synchronization of circadian *Per2* rhythms in each cell by cOS-pulse (S2), as monitored via time-lapse bioluminescence imaging analyzed using LV200 (Olympus, Japan). Note that only small parts of cells express Per2-Luc in the confluent cell culture.
(MP4) Click here for additional data file.

Movie S2 **A critical oxidative stress (cOS) for cell survival synchronizes circadian *Per2* rhythms in living single cells.** U2OS:Per2-Luc were cOS-pulsed after 2 days of pre- treatment (S1). Acute surges and circadian rhythms of Per2-Luc (pseudo-color) show synchronization of circadian *Per2* rhythms in each cell by cOS-pulse (S2), as monitored via time-lapse bioluminescence imaging analyzed using LV200 (Olympus, Japan). Note that only small parts of cells express Per2-Luc in the confluent cell culture.
(MP4) Click here for additional data file.

Movie S3 **Live imaging of Caspase-3/7 active cells after cOS-pulse in BMAL1^−/−^ MEFs harboring BMAL1-WT and BMAL1-S90A.** The movies show caspase-3/7active cells after cOS-pulse, and BMAL1^−/−^ MEFs harboring BMAL1-WT (S3) and BMAL1-S90A (S4) as monitored via time-lapse imaging fluorescence with CellEvent™ Caspase-3/7 Green (Molecular probes) analyzed using LV200 (Olympus).
(MP4) Click here for additional data file.

Movie S4 **Live imaging of Caspase-3/7 active cells after cOS-pulse in BMAL1^−/−^ MEFs harboring BMAL1-WT and BMAL1-S90A.** The movies show caspase-3/7active cells after cOS-pulse, and BMAL1^−/−^ MEFs harboring BMAL1-WT (S3) and BMAL1-S90A (S4) as monitored via time-lapse imaging fluorescence with CellEvent™ Caspase-3/7 Green (Molecular probes) analyzed using LV200 (Olympus).
(MP4) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

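Gene expression was measured in NIH-3T3:Per2-Luc mouse fibroblasts on 4 one-color Agilent arrays, 1 for the control (0 mM H2O2, fresh medium) and 1 each for 4 h, 20 h and 32 h after a cOS-pulse (5 mM H2O2 for 10 min). All 4 arrays were on 1 slide. The label of the control gives 4 h, and the paper's text gives no hour for it. There were no replicates, so no statistical test was run and no p-value is given. The paper names SAM (two-class paired) for significance, but its text does not say which arrays formed the pairs, and with 1 array per condition it was not repeated.

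The authors deposited, for each spot, intensities from Feature Extraction 10.7.3.1, with the local background and a spatial trend subtracted and with surrogate values where a spot could not be told from background. They also deposited a table of the same intensities divided by 1 constant per array, on a linear scale, which was checked over all 44397 spots of each array. No normalization between genes or arrays beyond this constant was found in the deposited intensities.

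From the deposited intensities, the log2 signal was averaged over the spots of each of 39429 probes that carried no outlier flag, and the 75th percentile of the array was subtracted. Between 125 and 161 spots per array were flagged and left out, and no spot was saturated. A probe counted as detected when at least 50% of its spots were well above background. A ratio was measured where both arrays detected the probe. Where 1 array did, a bound was used if its signal exceeded the value that the bound was taken over. Otherwise, and where neither array detected the probe, no ratio was taken. The count of probes used a threshold of 2-fold. The error of a log2 ratio was propagated from the error of the scanner software for both spots, and it covers the spot only. The 75th percentile of the arrays at 4 h, 20 h and 32 h lay -0.28, 0.33 and 0.18 from the control on the log2 scale before scaling, the median 0.080, 0.23 and 0.15, and the mean of the 8 spike-in probes 0.12, 0.13 and 0.027, or 0.12, 0.25 and 0.18 without the 1 that lay furthest from the others. The 153 negative control spots had a median of -6.79, -7.04, -7.21 and -6.77 on the scaled log2 axis in the control and at 4 h, 20 h and 32 h.

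Genes were named by a rule set before the data were examined. It took every gene that the paper names for the arrays or labels in Figures 6A and 7B (58 genes, 86 probes), and the 5 probes with the largest change each way at 4 h and between 20 h and 32 h. Results that need items withheld for evaluation are not reported here. For 20 gene lists, also written before, the median log2 ratio was taken over the genes with a ratio, detected on at least 1 array. The brightest probe of each gene was used, and the median was placed among 10000 random lists drawn from 20 signal bins. The lists held CK2 subunits, core clock genes, targets of HSF1, NF-kappa-B, Nrf2, p53, ATF4 and ER stress, immediate early genes, G2/M and G1/S cell cycle genes, cholesterol synthesis, interferon-stimulated genes, serum response and matrix genes, ribosomal proteins, core histones, and olfactory receptors, vomeronasal receptors and keratin-associated proteins as genes not expected in fibroblasts. The list of mitochondrially encoded genes had no probe on the array. A list median counted as moved when it changed by at least 0.14, the robust spread of the log2 ratios between 20 h and 32 h, a limit set after the values were seen.

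The alternatives set before the data were examined were scaling by the median, by quantile normalization, by the 75th percentile of the probes detected on all arrays, by the spike-in controls or not at all, normexp background correction with an offset of 50 (limma 3.58.1 in R 4.3.3), no detection filter, detection on both arrays, the flag for positive and significant signals, flagged spots kept, 1 value per gene name, thresholds of 1.5-fold and 3-fold, the median over the detected probes of a gene, and the deposited table of scaled intensities. Added after the data were seen were the own signals of both arrays in place of bounds, 1 detection limit for all arrays, removal of a trend with probe GC content, spike-in scaling without 1 of the 8 probes, and a count of spots in place of probes. The count of spots was found by trying several counting rules against the numbers of the paper. It also used the deposited scaled signals of both arrays in place of bounds. The spots counted were unflagged and well above background on at least 1 of the 2 arrays.

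The steps were tested on simulated data made from the control array for the comparison of 4 h with the control. The changed probes were drawn from the brighter ones, so the test does not cover changes near the background. Of 200 probes changed 4-fold among 39429, 200 (100.0%) were recovered, while 1 unchanged probe was called by a measured ratio and 1 by a bound. The simulated noise had a log2 SD of 0.05 above background and 0.4 below it. On the arrays, the median SD of single-spot log2 ratios at 4 h was 0.055 where both arrays detected the probe. In its upper range, among probes nearest in signal to *Gzmm* and *Gm3448*, this SD was 0.32 and 0.29. The low number of false calls thus rests on the noise setting and does not cover dim detected probes. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The enrichment of annotation clusters and the pathway drawings were not repeated, since their inputs are not in the files. Table S2 was not available, and Table S1 was available as a copy of 99 probes that may be incomplete. No genome sequence of the annotation's build (mm9) was available, so positions are those of the array annotation.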

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

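The tests of a spatial artefact, of silent genes and of the difference between upstream and downstream neighbors were written before their results were seen, and the other tests in this part were chosen after. The rule for genes on opposite sides of the control was also changed after its values were seen, and the limits that decided the tests were set with the values in view.

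At 4 h, 1947 probes were at least 2-fold lower than in the control, a direction for which the paper gives no number. The lowest number over the 5 scaling alternatives was 2398, which argues against scaling between the arrays as the cause. Whether the fall follows from the cOS-pulse or from a difference between single cultures was not tested.

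911 probes were well above background at 4 h and not in the control, and at least 2-fold higher by their bound, a group that the paper does not discuss. The lowest number over the scaling alternatives was 609, with the spike-in controls, against 516 probes lost in the other direction under the same scaling. Scaling is thus not the whole cause, but the number is only just within the limit of 1.5 times. With 1 limit for all arrays (-4.73 on the scaled log2 axis), 812 probes were above it at 4 h only and at least 2-fold higher. This does not decide on a lower detection limit of the 4 h array, since passing the common limit could not fail. The bound already required a 4 h signal at least 2-fold above the lowest detected control signal (-4.76). The share of undetected probes that rose differed between 16 blocks of the array by up to 1.91 times, from 3.58% to 6.85%, with intervals that did not overlap, so that the rise was uneven but present in every block, which argues against a local artefact as the whole cause. Olfactory receptor probes rose in 1.54% of cases (17 of 1101) against 5.18% of the other undetected probes, which argues against a rise of every silent gene. Of the 906 rising probes with a position, 734 had no probe of another gene detected within 20 kb upstream, in the control or at 4 h, which argues against read-through over that distance for them. Sources further away or without a probe were not tested.

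Scaling may account for the excess of rises over falls. With 1 common limit, probes crossing it upward at 4 h outnumbered those crossing it downward 3.02 times (2507 against 831), but only 1.14 times with spike-in scaling (1454 against 1280), and quantile normalization sets the ratio to 1. For the probes with an expressed upstream neighbor within 20 kb, read-through stays open. Of these, 9.41% rose, against 7.25% with a downstream one, a difference of 2.17 percentage points whose 95% Wilson intervals overlap (8.08 to 10.9 and 5.99 to 8.74), and 4.42% rose with neither. GC content of the probes stays open as a part of the cause. The share that rose was 3.45% with at most 20 GC bases, 4.66% with 21 to 24, 4.92% with 25 to 28, 5.87% with 29 to 32 and 6.64% with 33 to 36, while 1 of 40 probes with more rose. The ratio of the share with 33 to 36 to that with at most 20 was 1.93. Removal of the GC trend moved none of the counts past 1.5 times, so it does not decide. A response to the cOS-pulse stays open as well.

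The G2/M cell cycle genes, outside the genes that the paper discusses for the arrays, had a median log2 ratio of -1.63 at 4 h, with 23 of 23 genes lower and 19 at least 2-fold lower. The median was no higher than -1.75 under the scaling alternatives, and the median over the detected probes of a gene gave -1.63 as well. Scaling and the choice of probe are thus not the whole cause. The cOS-pulse stays open as an explanation. So does a difference in growth between single cultures, which was not tested and which no replicate can exclude.

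The cholesterol synthesis genes had a median of 1.41 at 32 h, with 21 of 21 genes higher, and 1.09 at 20 h. The lowest median over the scaling alternatives at either hour was 1.08, which argues against scaling as the cause. The hours since the change of medium cannot be told apart from the cOS-pulse, because 0 arrays of untreated cells at 20 h or 32 h were deposited.

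8 of the genes taken from the paper, and 3 of those named for the largest changes, had a probe measured on opposite sides of the control at 2 time points, by more than 1 error of the scanner software at each and in the same directions under all 5 scaling alternatives. The difference between the time points was not tested, as there were no replicates. *Bmal1* had a log2 ratio of 1.07 at 4 h and -0.67 at 20 h, and *Dbp* had -1.19 and -1.34 at 4 h and 0.71 and 0.70 at 20 h with its 2 probes. *Hspa5* had 1.37 at 4 h and -0.35 at 20 h, and 1 probe of *Hspa8* had 0.81 at 4 h and -0.21 at 32 h. *Gclc* had 1.89 at 4 h and -0.21 at 32 h, and 1 probe of *Azin1* had 0.66 and -0.24. In addition, 1 probe of *Btg1* was 2.82-fold higher at 4 h and had -0.46 at 32 h. Other probes of 3 of these genes did not meet the rule. The other probe of *Btg1* stayed above the control, with 0.95 at 4 h, 0.15 at 20 h and 0.074 at 32 h. Those of *Hspa8* had 0.70 and 0.44 at 4 h and -0.12 and 0.057 at 32 h. Those of *Azin1* had -0.36 and 0.068 at 4 h and -0.30 and -0.43 at 32 h. The 3 probes of *Prdx6* measured on all arrays had 0.90, 0.91 and 0.92 at 4 h, -0.54, -0.58 and -0.67 at 20 h, and -0.59, -0.69 and -0.73 at 32 h. Among the largest changes, *Gzmm* had 5.71 at 4 h, -0.55 at 20 h and -0.41 at 32 h, *Gm3448* had 5.26 at 4 h and -0.38 at 20 h, and *Wscd2* had 1.26 at 20 h and -0.84 at 32 h. The ratios were set against the spot noise, taken as the 95th percentile of the SD between single-spot ratios over the 20 probes with 10 spots that were nearest in signal. The smaller ratio was 7.75 times this noise for *Bmal1*, 6.86 and 6.76 times for *Dbp*, 6.94 times for *Hspa5*, 6.34 times for *Btg1*, 3.82 times for *Hspa8*, 3.66 times for *Azin1* and 3.26 times for *Gclc*. For *Prdx6* it was 10.2, 10.3 and 9.88 times at 20 h and 10.6, 12.5 and 11.1 times at 32 h. These values argue against spot error alone. *Wscd2* had 2.62 times, but it was picked for its large difference between 20 h and 32 h, so spot error stays open for it. For *Gzmm* (1.98 times at 20 h and 1.27 times at 32 h) and *Gm3448* (1.5 times), spot error stays open as well. Under the scaling alternatives the ratio of *Hspa5* at 20 h came as close to 0 as -0.018, and at 32 h that of *Gclc* as -0.027, that of *Hspa8* as -0.031 and that of *Azin1* as -0.062, which is 0.35, 0.43, 0.56 and 0.95 times the noise, so for these 4 spot error together with scaling stays open. They lay 1.71, 1.00, 1.02 and 1.18 times the error of the scanner software from 0, which is larger than the noise measured between spots. For all these genes, variation between control cultures cannot be excluded, because there was 1 control array and its signal enters every ratio. The hours after the cOS-pulse stay open as the biological explanation.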

How the results depend on the processing

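Of the alternatives reported here, own signals in place of bounds, 1 detection limit for all arrays, removal of the GC trend, spike-in scaling without 1 of the 8 probes and the count of spots were chosen after the results were seen, and the others before. No paired analysis was possible because there was 1 array per condition and no replicate numbers pair them. The 8 counts of probes stayed within 1.5 times their value with the 75th percentile of the probes detected on all arrays, quantile normalization, flagged spots kept, 1 value per gene name, 1 detection limit and the GC trend removed. The counts that moved further are given by alternative, against the control unless 2 time points are named. They are numbers of probes, except for the deposited scaled signals and the count of spots, which give numbers of spots. For the deposited scaled signals, these spots include the control spots. The thresholds, the detection rule and the counting of spots in these 2 alternatives change the numbers by their construction. For the other alternatives the cause was not tested.

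With median scaling, there were 1396 higher at 4 h and 3575 lower at 4 h. With spike-in scaling, the counts were 1322 higher at 4 h, 3804 lower at 4 h and 504 higher at 20 h. Without scaling, the probes numbered 1602 higher at 4 h, 3110 lower at 4 h, 752 higher at 20 h and 397 lower at 20 h. With normexp background correction, there were 1619 higher at 4 h, 1112 lower at 4 h, 86 higher at 20 h, 417 lower at 20 h, 202 higher at 32 h, 272 lower at 32 h, 40 higher at 20 h than at 32 h and 211 higher at 32 h than at 20 h. Without a detection filter, the counts were 5441 higher at 4 h, 1090 higher at 20 h, 2166 lower at 20 h, 1617 higher at 32 h, 1828 lower at 32 h, 900 higher at 20 h than at 32 h and 1685 higher at 32 h than at 20 h. With detection required on both arrays, the probes numbered 1760 higher at 4 h, 144 higher at 20 h, 420 lower at 20 h, 209 higher at 32 h, 299 lower at 32 h, 39 higher at 20 h than at 32 h and 91 higher at 32 h than at 20 h. With the flag for positive and significant signals, there were 5430 higher at 4 h, 1088 higher at 20 h, 2166 lower at 20 h, 1612 higher at 32 h, 1828 lower at 32 h, 900 higher at 20 h than at 32 h and 1685 higher at 32 h than at 20 h. With own signals in place of bounds, the counts were 589 higher at 20 h, 719 higher at 32 h, 931 lower at 32 h and 461 higher at 20 h than at 32 h. With spike-in scaling by 7 of the 8 probes, the probes numbered 1329 higher at 4 h and 3793 lower at 4 h. With the deposited scaled signals, there were 5899 higher at 4 h, 3095 lower at 4 h, 1207 higher at 20 h, 2439 lower at 20 h, 1946 higher at 32 h, 2043 lower at 32 h, 1003 higher at 20 h than at 32 h and 2055 higher at 32 h than at 20 h. With a threshold of 1.5-fold, the counts were 5873 higher at 4 h, 3894 lower at 4 h, 991 higher at 20 h, 1690 lower at 20 h, 1272 higher at 32 h, 1561 lower at 32 h, 407 higher at 20 h than at 32 h and 826 higher at 32 h than at 20 h. With a threshold of 3-fold, the probes numbered 1025 higher at 4 h, 611 lower at 4 h, 79 higher at 20 h, 250 lower at 20 h, 174 higher at 32 h, 178 lower at 32 h, 72 higher at 20 h than at 32 h and 185 higher at 32 h than at 20 h. With spots counted in place of probes, there were 611 higher at 20 h, 754 higher at 32 h, 988 lower at 32 h and 469 higher at 20 h than at 32 h.

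The scaling between the arrays shifted the median log2 ratio at 4 h of the probes detected on both arrays from 0.17 to -0.19 with the median, -0.015 with quantile normalization, 0.047 with the probes detected on all arrays, -0.11 without scaling and -0.23 with the spike-in controls. No scaling was shown to be the correct one. The spike-in values at 20 h and 32 h rest on 1 of the 8 probes, which had log2 ratios of -0.71 and -1.01 while the other 7 had 0.17 to 0.30 and 0.14 to 0.22. Without it, 368 probes in place of 504 were higher at 20 h and 455 in place of 637 at 32 h, and no list median at 20 h, at 32 h or between them moved by the limit given below. All 76 list medians stayed within the limit of 0.14 with the 75th percentile of the probes detected on all arrays, with flagged spots kept, with 1 detection limit and with the GC trend removed. For the other alternatives, every list median is given that moved by at least that limit, or that was at least as large as the limit and changed direction. The cause was not tested, beyond the shift that a scaling gives to all genes alike.

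With median scaling, the list medians at 4 h were 1.03 for ATF4 targets, 0.24 for CK2 subunits, 0.20 for ER stress targets, -1.34 for G1/S cell cycle, -1.99 for G2/M cell cycle, 0.21 for HSF1 targets, 0.53 for NF-kappa-B targets, 0.54 for Nrf2 targets, 0.17 for cholesterol synthesis, 0.52 for core clock, -0.00078 for core histones (from 0.35, the other side of 0), 0.73 for immediate early genes, -0.037 for interferon-stimulated genes (from 0.32, the other side of 0), -0.036 for keratin-associated proteins (from 0.33, the other side of 0), 0.053 for olfactory receptors, 0.65 for p53 targets, 0.049 for ribosomal proteins, -0.90 for serum response and matrix and 0.077 for vomeronasal receptors. With quantile normalization, the list medians at 4 h were 1.20 for ATF4 targets, 0.35 for CK2 subunits, 0.31 for ER stress targets, -2.02 for G2/M cell cycle, 0.29 for HSF1 targets, 0.49 for NF-kappa-B targets, 0.55 for Nrf2 targets, 0.39 for cholesterol synthesis, 0.13 for core histones, 0.078 for olfactory receptors, 0.67 for p53 targets, 0.0085 for ribosomal proteins, -0.76 for serum response and matrix and 0.15 for vomeronasal receptors. At 20 h, the median was -0.015 for ribosomal proteins. The list medians at 32 h were -0.079 for core histones and -0.045 for ribosomal proteins.

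With spike-in scaling, the list medians at 4 h were 0.99 for ATF4 targets, 0.21 for CK2 subunits, 0.16 for ER stress targets, -1.38 for G1/S cell cycle, -2.02 for G2/M cell cycle, 0.17 for HSF1 targets, 0.50 for NF-kappa-B targets, 0.50 for Nrf2 targets, 0.14 for cholesterol synthesis, 0.48 for core clock, -0.039 for core histones (from 0.35, the other side of 0), 0.69 for immediate early genes, -0.075 for interferon-stimulated genes (from 0.32, the other side of 0), -0.074 for keratin-associated proteins (from 0.33, the other side of 0), 0.038 for olfactory receptors, 0.62 for p53 targets, 0.011 for ribosomal proteins, -0.94 for serum response and matrix and 0.039 for vomeronasal receptors. The list medians at 20 h were 0.012 for ATF4 targets (from -0.19, the other side of 0), 0.44 for CK2 subunits, 0.10 for ER stress targets (from -0.097, the other side of 0), -0.12 for G1/S cell cycle, 0.086 for G2/M cell cycle (from -0.11, the other side of 0), 0.18 for HSF1 targets (from -0.019, the other side of 0), -0.11 for NF-kappa-B targets, 0.12 for Nrf2 targets (from -0.067, the other side of 0), 1.29 for cholesterol synthesis, 0.35 for core clock, 0.33 for core histones, 0.32 for immediate early genes, 0.23 for interferon-stimulated genes, 0.036 for keratin-associated proteins (from -0.16, the other side of 0), 0.16 for olfactory receptors (from -0.034, the other side of 0), 0.53 for p53 targets, -0.014 for ribosomal proteins, -0.83 for serum response and matrix and 0.19 for vomeronasal receptors. Those at 32 h were 0.12 for ATF4 targets (from -0.028, the other side of 0), 0.21 for CK2 subunits, 0.34 for ER stress targets, -0.33 for G1/S cell cycle, -0.34 for G2/M cell cycle, 0.20 for HSF1 targets, 0.18 for NF-kappa-B targets, 0.011 for Nrf2 targets (from -0.14, the other side of 0), 1.56 for cholesterol synthesis, 0.33 for core clock, -0.082 for core histones, 0.28 for immediate early genes, 0.20 for interferon-stimulated genes, -0.0071 for keratin-associated proteins, 0.20 for olfactory receptors, 0.42 for p53 targets, -0.040 for ribosomal proteins, -0.74 for serum response and matrix and 0.24 for vomeronasal receptors.

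Without scaling, the list medians at 4 h were 1.11 for ATF4 targets, 0.32 for CK2 subunits, 0.28 for ER stress targets, -1.26 for G1/S cell cycle, -1.91 for G2/M cell cycle, 0.29 for HSF1 targets, 0.61 for NF-kappa-B targets, 0.62 for Nrf2 targets, 0.25 for cholesterol synthesis, 0.60 for core clock, 0.079 for core histones, 0.81 for immediate early genes, 0.043 for interferon-stimulated genes, 0.047 for keratin-associated proteins, 0.092 for olfactory receptors, 0.73 for p53 targets, 0.13 for ribosomal proteins, -0.82 for serum response and matrix and 0.16 for vomeronasal receptors. Those at 20 h were 0.15 for ATF4 targets (from -0.19, the other side of 0), 0.57 for CK2 subunits, 0.23 for ER stress targets (from -0.097, the other side of 0), 0.017 for G1/S cell cycle (from -0.31, the other side of 0), 0.22 for G2/M cell cycle (from -0.11, the other side of 0), 0.31 for HSF1 targets (from -0.019, the other side of 0), 0.020 for NF-kappa-B targets (from -0.31, the other side of 0), 0.26 for Nrf2 targets (from -0.067, the other side of 0), 1.42 for cholesterol synthesis, 0.48 for core clock, 0.47 for core histones, 0.46 for immediate early genes, 0.37 for interferon-stimulated genes, 0.17 for keratin-associated proteins (from -0.16, the other side of 0), 0.29 for olfactory receptors (from -0.034, the other side of 0), 0.66 for p53 targets, 0.12 for ribosomal proteins (from -0.21, the other side of 0), -0.69 for serum response and matrix and 0.32 for vomeronasal receptors. At 32 h, the medians were 0.15 for ATF4 targets (from -0.028, the other side of 0), 0.24 for CK2 subunits, 0.37 for ER stress targets, -0.31 for G1/S cell cycle, -0.31 for G2/M cell cycle, 0.23 for HSF1 targets, 0.21 for NF-kappa-B targets, 0.038 for Nrf2 targets (from -0.14, the other side of 0), 1.59 for cholesterol synthesis, 0.35 for core clock, -0.055 for core histones, 0.31 for immediate early genes, 0.23 for interferon-stimulated genes, 0.020 for keratin-associated proteins (from -0.16, the other side of 0), 0.26 for olfactory receptors, 0.45 for p53 targets, -0.013 for ribosomal proteins, -0.72 for serum response and matrix and 0.29 for vomeronasal receptors. The list medians of 20 h over 32 h were 0.11 for ATF4 targets (from -0.045, the other side of 0), 0.33 for CK2 subunits, -0.11 for ER stress targets, 0.37 for G1/S cell cycle, 0.54 for G2/M cell cycle, 0.13 for HSF1 targets (from -0.020, the other side of 0), -0.12 for NF-kappa-B targets, 0.21 for Nrf2 targets, -0.13 for cholesterol synthesis, 0.20 for core clock, 0.46 for core histones, 0.16 for immediate early genes, 0.14 for interferon-stimulated genes (from -0.011, the other side of 0), 0.15 for keratin-associated proteins, 0.046 for olfactory receptors (from -0.14, the other side of 0), 0.17 for p53 targets, 0.14 for ribosomal proteins (from -0.011, the other side of 0) and 0.085 for serum response and matrix (from -0.069, the other side of 0).

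With normexp background correction, the list medians at 4 h were 0.73 for Nrf2 targets and 0.73 for p53 targets. At 20 h, the median was -0.25 for olfactory receptors. Without a detection filter, the list medians at 4 h were -1.95 for G2/M cell cycle, 0.36 for cholesterol synthesis, -0.067 for interferon-stimulated genes (from 0.32, the other side of 0), 0.12 for keratin-associated proteins, -0.19 for olfactory receptors (from 0.30, the other side of 0), 0.83 for p53 targets and -0.20 for vomeronasal receptors (from 0.43, the other side of 0). The list medians at 20 h were -0.33 for keratin-associated proteins, -0.40 for olfactory receptors and -0.39 for vomeronasal receptors (from 0.028, the other side of 0). Those at 32 h were -0.092 for core histones and 0.060 for keratin-associated proteins (from -0.16, the other side of 0). For the ratio of 20 h over 32 h, the medians were 0.14 for core histones, -0.31 for keratin-associated proteins (from 0.00052, the other side of 0), -0.47 for olfactory receptors and -0.45 for vomeronasal receptors (from 0.066, the other side of 0). With detection required on both arrays, the list medians at 4 h were -1.95 for G2/M cell cycle and 0.66 for Nrf2 targets. With the flag for positive and significant signals, the list medians at 4 h were -1.95 for G2/M cell cycle, 0.36 for cholesterol synthesis, 0.15 for interferon-stimulated genes and 0.49 for olfactory receptors. At 20 h, the median was -0.26 for olfactory receptors. The list median at 32 h was -0.028 for immediate early genes (from 0.13, the other side of 0). With own signals in place of bounds, the list medians at 4 h were -2.06 for G2/M cell cycle and 0.69 for olfactory receptors. With spike-in scaling by 7 of the 8 probes, the list medians at 4 h were 1.00 for ATF4 targets, 0.21 for CK2 subunits, 0.16 for ER stress targets, -1.37 for G1/S cell cycle, -2.02 for G2/M cell cycle, 0.17 for HSF1 targets, 0.50 for NF-kappa-B targets, 0.50 for Nrf2 targets, 0.14 for cholesterol synthesis, 0.48 for core clock, -0.036 for core histones (from 0.35, the other side of 0), 0.69 for immediate early genes, -0.073 for interferon-stimulated genes (from 0.32, the other side of 0), -0.071 for keratin-associated proteins (from 0.33, the other side of 0), 0.040 for olfactory receptors, 0.62 for p53 targets, 0.014 for ribosomal proteins, -0.94 for serum response and matrix and 0.042 for vomeronasal receptors. With the deposited scaled signals, the list medians at 4 h were -1.95 for G2/M cell cycle, 0.35 for cholesterol synthesis, -0.072 for interferon-stimulated genes (from 0.32, the other side of 0), 0.11 for keratin-associated proteins, -0.20 for olfactory receptors (from 0.30, the other side of 0), 0.82 for p53 targets and -0.21 for vomeronasal receptors (from 0.43, the other side of 0). At 20 h, the medians were -0.33 for keratin-associated proteins, -0.40 for olfactory receptors and -0.39 for vomeronasal receptors (from 0.028, the other side of 0). The list medians at 32 h were -0.084 for core histones and 0.067 for keratin-associated proteins (from -0.16, the other side of 0). Those of 20 h over 32 h were 0.14 for core histones, -0.32 for keratin-associated proteins (from 0.00052, the other side of 0), -0.48 for olfactory receptors and -0.46 for vomeronasal receptors (from 0.066, the other side of 0). With the median over the detected probes of a gene, the list median at 4 h was 0.75 for NF-kappa-B targets. The list median at 20 h was 0.098 for CK2 subunits. For the ratio of 20 h over 32 h, the median was 0.028 for CK2 subunits.

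The ratios of named genes were compared under the same alternatives. No ratio of at least 2-fold changed direction, while ratios below 2-fold did at each time point, and not all of these are named. Of the ratios that had a value, 87 moved by more than their spot error with median scaling, 40 with quantile normalization, 90 with spike-in scaling (also by 7 of the 8 probes) and 167 without scaling. Normexp background correction moved 43, and the remaining alternatives moved at most 14 each. The signal over background limits what can be measured, since 14561 of the 39429 probes were detected on none of the arrays and 34.1% of the probes higher at 4 h were counted by a bound.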

Differences from the paper's values

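The choice of 3 settings in this part, own signals in place of bounds, spike-in scaling by 7 of the 8 probes and the count of spots, was made after the values were seen.

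For genes with circadian fluctuation, the paper gives 1051, and 615 probes differed at least 2-fold between 20 h and 32 h. Of the alternatives set before the data were examined, the threshold of 1.5-fold (1233) brought the number within 1.5 times the paper's, and the others did not. Own signals in place of bounds gave 1017 and the count of spots gave 1051, both chosen after seeing the values.

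For genes up-regulated at 20 h, the paper's number is about 610 (Figure 5A, read by eye), and 301 probes were higher here. Among the alternatives set before the data were examined, spike-in scaling (504) and no scaling (752) came within 1.5 times the paper's number, and the others did not. Spike-in scaling by 7 of the 8 probes gave 368 and did not either. Own signals gave 589 and the count of spots gave 611, the number printed in the figure, both chosen after seeing the values.

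For genes higher at 20 h than at 32 h, the paper's number is about 470 (Figure 5B, read by eye), and 196 probes were higher here. Of the alternatives set before the data were examined, only the threshold of 1.5-fold (407) came within 1.5 times the paper's number. Own signals gave 461 and the count of spots gave 469, the number printed in the figure, both chosen after seeing the values.

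The count of spots was found by trying several counting rules against the paper's numbers, so its equal values are no independent check. It differs from the main count by more than the unit, since it also took the signals of both arrays in place of bounds. Its spots higher at 4 h lay on 3687 probes, while own signals in place of bounds gave 3702 probes. It also gave 3940 spots higher at 4 h and 582 higher at 32 h than at 20 h, both equal to the paper's numbers. It did not give the paper's number at 32 h, with 754 spots against about 650 (Figure 5A, read by eye).

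The paper names *Npas2* among the fluctuating and transactivated clock genes and *Hspa1l* among the induced HSR genes, and neither was well above background on any of the 4 arrays here. Of the 11 genes that the paper lists with circadian fluctuation, *Nqo1* differed at least 2-fold between 20 h and 32 h by a measured ratio (log2 ratio 1.07), and *Ppp1r3c* and 1 of 2 probes of *Per1* by a bound (at least 6.15-fold and at least 2.03-fold). The other genes of that list did not reach 2-fold or had no ratio.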

Other observations

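The test of noise near the detection limit was chosen after the results were seen, and those of single spots and of the core clock list before, but the resampling of probes that decided the former was added after.

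Of the probes with a 2-fold difference between 20 h and 32 h, 21.1% were well above background on both arrays. Noise near the detection limit cannot be told apart from real changes of dim probes, since both give a low share. Among probes with 10 spots, 17 of 30 single-spot differences with 1 array well above background were seen in the mean of the other 9 spots. Noise of single spots cannot be told apart from a real difference either. Of all 39 single-spot differences, 66.7% were seen in this way, but these came from 13 probes, of which 3 were seen, and resampling of the probes gave a 95% interval from 0 to 87.1%. For clock resetting in antiphase, the median absolute log2 ratio of the core clock list was 0.17, at a percentile of 92.2 among random lists. Larger values, above all random lists, were found for lists without a clock theme. They were 0.39 for G2/M genes, 0.28 for cholesterol synthesis and 0.27 for both ER stress and NF-kappa-B targets. Other lists had smaller values, such as 0.051 for HSF1 targets. A difference between the hours was thus not particular to clock genes. With 1 array per hour, clock resetting in antiphase stays open.

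*Sod1* had a log2 ratio of 0.60 ± 0.20 and *Sod2* 1.23 ± 0.20 at 4 h. Other lists at 4 h had medians of 1.39 for ATF4 targets (28 of 29 genes higher), 1.09 for immediate early genes, 1.02 for p53 targets, 0.56 for ER stress targets, -0.98 for G1/S genes and -0.54 for serum response and matrix genes. Ribosomal proteins had 0.41, vomeronasal receptors 0.43 and olfactory receptors 0.30, of which the receptors fell below 0 without a detection filter. Interferon-stimulated genes had 0.32, core histones 0.35 and keratin-associated proteins 0.33, which fell below 0 with median and spike-in scaling. Cholesterol synthesis genes had 0.54, with 14 of 21 genes higher and 7 lower, and 0.14 with spike-in scaling. At 20 h and 32 h, serum response and matrix genes had -1.03 and -0.90, and the G2/M genes had -0.49 at 32 h. No biological explanation was tested for these values.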
